# Dysregulation of peritoneal cavity B1a cells and murine primary biliary cholangitis

**DOI:** 10.18632/oncotarget.8853

**Published:** 2016-04-20

**Authors:** Yan-Qing Yang, Wei Yang, Yuan Yao, Hong-Di Ma, Yin-Hu Wang, Liang Li, Qingfa Wu, M. Eric Gershwin, Zhe-Xiong Lian

**Keywords:** B1a cell, autoimmune cholangitis, dysregulation, Breg, peritoneal cavity, Immunology and Microbiology Section, Immune response, Immunity

## Abstract

Primary biliary cholangitis (PBC) is a chronic autoimmune liver disease with progressive cholestasis and liver fibrosis. Similar to human patients with PBC, *p40^−/−^IL-2Rα^−/−^* mice spontaneously develop severe autoimmune cholangitis. Although there has been considerable work on immune regulation and autoimmunity, there is a relative paucity of work directed at the functional implications of the key peritoneal cavity (PC) B cell subset, coined B1a cells in PBC. We used flow cytometry and high-resolution microarrays to study the qualitative and quantitative characteristics of B cells, particularly B1a cells, in the PC of *p40^−/−^IL-2Rα^−/−^* mice compared to controls. Importantly, B1a cell proliferation was markedly lower as the expression of Ki67 decreased. Meanwhile, the apoptosis level was much higher. These lead to a reduction of B1a cells in the PC of *p40^−/−^IL-2Rα^−/−^* mice compared to controls. In contrast, there was a dramatic increase of CD4^+^ and CD8^+^ T cells accompanied by elevated production of IFN-γ. In addition, we found a negative correlation between the frequency of B1a cells and the presence of autoreactive CD8^+^ T cells in both liver and PC of *p40^−/−^IL-2Rα^−/−^* mice. From a functional perspective, B cells from *p40^−/−^IL-2Rα^−/−^* mice downregulated IL-10 production and CTLA-4 expression, leading to loss of B cell regulatory function. We suggest that the dysfunction of B1a cells in the PC in this murine model of autoimmune cholangitis results in defective regulatory function. This highlights a new potential therapeutic target in PBC.

## INTRODUCTION

It is interesting that the liver, whose immunological function is to facilitate immune tolerance, itself becomes a victim of autoimmunity, including primary biliary cholangitis (PBC), a disease characterized by lymphocytic infiltrates in portal tracts and the presence of anti-mitochondrial Abs (AMAs) secreted by autoreactive B cells [1–7]. A major difficulty in understanding PBC is that the latency time between the onset of autoantibodies and the appearance of clinical disease may lag by years. Thus the use of murine models has become particularly important in defining the earliest events that lead to portal inflammation [8–12].

An interesting feature of both humans and mice with autoimmune cholangitis is that although there are high titer AMAs, the role of B cells in the pathogenesis of disease has remained enigmatic [13–16]. Previous work on B cells in a variety of murine models of autoimmunity have emphasized that there are two distinct B cell lineages, including B1 (including B1a and B1b) and B2. These populations arise from distinct progenitors and differ in development, tissue distribution, phenotype and function [17–19]. Importantly, B cell populations include a regulatory subpopulation whose function and clinical importance continues to be defined [20–24]. In addition, there is a unique B cell subpopulation, namely the B1 cells, is enriched in the PC. This subpopulation contributes to immune regulation through spontaneous production of natural antibodies, and can function as an antigen-presenting cell [25–33]. Our laboratory has focused on a unique model of PBC, *p40^−/−^IL-2Rα^−/−^* mice [12]. This model not only manifests severe portal inflammation/bile duct damage, but also develops liver fibrosis. We have focused on the role of B1 cells in this model and report herein a contribution of B1a cell dysfunction to the loss of tolerance by alteration of regulatory pathways. These data take on significance not only for PBC, but also focus in further defining the mechanisms of immune tolerance and B1 subpopulations.

## RESULTS

### Quantitation of PC subsets

As expected, and for the purpose of control only, we noted significant portal infiltrates and bile duct injury in the liver of 12 week old *p40^−/−^IL-2Rα^−/−^* mice (Figure 1A). Total number of PC cells was markedly increased in *p40^−/−^IL-2Rα^−/−^* mice, compared to *p40^−/−^IL-2Rα^+/−^* mice (*P* = 0.0216, Figure 1B and Table 1). The numbers of T cells (*P* = 0.0015), CD4^+^ T cells (*P* = 0.0008) and CD8^+^ T cells (*P* = 0.0024) were much higher in PC of *p40^−/−^IL-2Rα^−/−^* compared to *p40^−/−^IL-2Rα^+/−^* mice, while B cell number (*P* < 0.0001) was dramatically lower (Figure 1C, 1D and Table 1). In PC CD4^+^ and CD8^+^ T cells, Th1 cell associated cytokine IFN-γ was higher in *p40^−/−^IL-2Rα^−/−^* mice compared to *p40^−/−^IL-2Rα^+/−^* controls (P = 0.002 & *P* < 0.0001) (Figure 1E). As noted earlier, we initially compared control mice with 3 genotypes and found them similar in liver histology, cell number and cytokine secretion (Figure S1). Thence we used littermate *p40^−/−^IL-2Rα^+/−^* mice as controls throughout these studies. We thought that the change of PC cell subsets in *p40^−/−^IL-2Rα^−/−^* mice might be resulted from the inflammatory environment of PC. To support our hypothesis, we analyzed the level of inflammatory cytokines in PC. Importantly, the concentrations of TNF and MCP-1 were significantly increased in PC lavage fluid of *p40^−/−^IL-2Rα^−/−^* mice compared to *p40^−/−^IL-2Rα^+/−^* mice (*P* < 0.0001 & *P* < 0.0001, Figure 1F). These data showed a significant quantitative difference in the PC subpopulations of *p40^−/−^IL-2Rα^−/−^* mice.

**Table 1:** Cell number of immune cell subsets in the peritoneal cavity

	*p40^−/−^IL-2Rα^+/−^*	*p40^−/−^IL-2Rα^−/−^*
Total cell number (n×10^6^)	4.78±1.46	7.58±3.10*
T cell	0.30±0.14	3.87±2.86**
CD4^+^ T cell	0.21±0.11	1.53±0.99***
CD8^+^ T cell	0.06±0.01	2.29±1.91**
B cell	1.95±0.71	0.59±0.48***
NK cell	0.07±0.06	0.02±0.02*
Macrophage	2.04±0.75	2.23±0.61

* *P* < 0.05;

** *P* < 0.01;

*** *P* < 0.001, compared with *p40^−/−^IL-2Rα^+/−^* mice.

**Figure 1:**
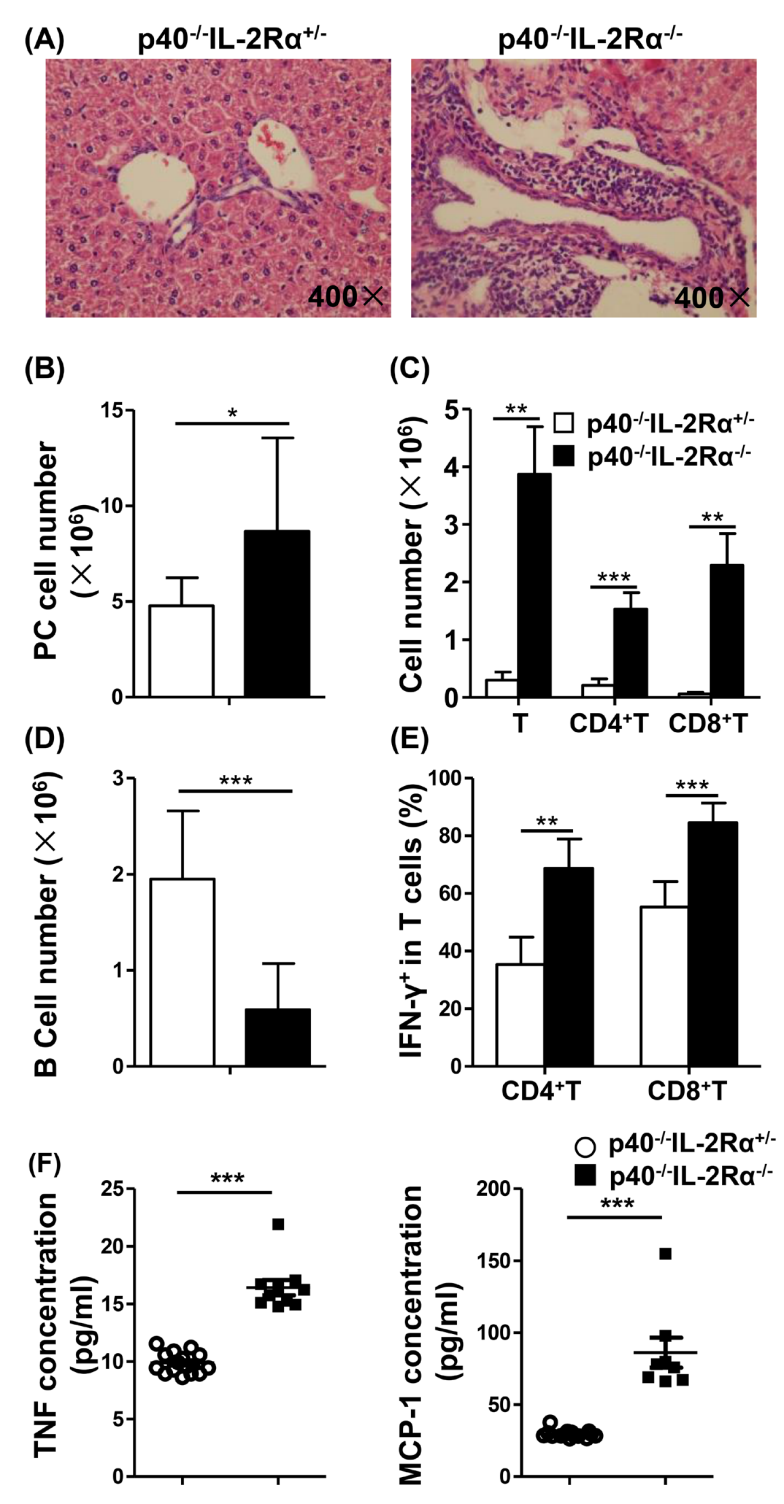
There was a decrease of B cells, an increase of total cells, including T cells, in the PC of *p40^−/−^IL-2Rα^−/−^* mice **A.** H&E staining of liver sections from *p40^−/−^IL-2Rα^−/−^* mice and *p40^−/−^IL-2Rα^+/−^* mice. **B.** Numbers of total cells in the PC of *p40^−/−^IL-2Rα^−/−^* (*n* = 13) and *p40^−/−^IL-2Rα^+/−^* mice (*n* = 9). Total number of T cells, CD4^+^ T cells, CD8^+^ T cells **C.** and B cells **D.** in the PC of *p40^−/−^IL-2Rα^−/−^* mice (*n* = 5) and *p40^−/−^IL-2Rα^+/−^* mice (*n* = 9). **E.** The frequency of IFN-γ^+^ cells gated on CD4^+^ and CD8^+^ T cells in PC of *p40^−/−^IL-2Rα^−/−^* mice (*n* = 5) and *p40^−/−^IL-2Rα^+/−^* mice (*n* = 4). **F.** PC lavage fluid cytokine levels of *p40^−/−^IL-2Rα^−/−^* mice (*n* = 8) and *p40^−/−^IL-2Rα^+/−^* mice (*n* = 15). *P < 0.05, **P < 0.01, ***P < 0.001.

### Correlation of portal inflammation and B1a cell frequency

Using correlation analysis, we noted that PC cell number was positively correlated with the number of liver MNCs (*P* = 0.0120, Figure 2A) in *p40^−/−^IL-2Rα^−/−^* mice, and the frequency of B1a in B cells was negatively correlated with PC and liver MNC numbers (*P* = 0.0300 and *P* = 0.0344, Figure 2B, 2C). In addition, there was a negative correlation between the frequency of B1a in B cells and the frequency of CD8^+^ T cells in PC and liver (*P* = 0.0030 and *P* = 0.0426, Figure 2D, 2E). Taken together, these data reflected that B1a cell population was negatively correlated with portal inflammation in *p40^−/−^IL-2Rα^−/−^* mice.

**Figure 2:**
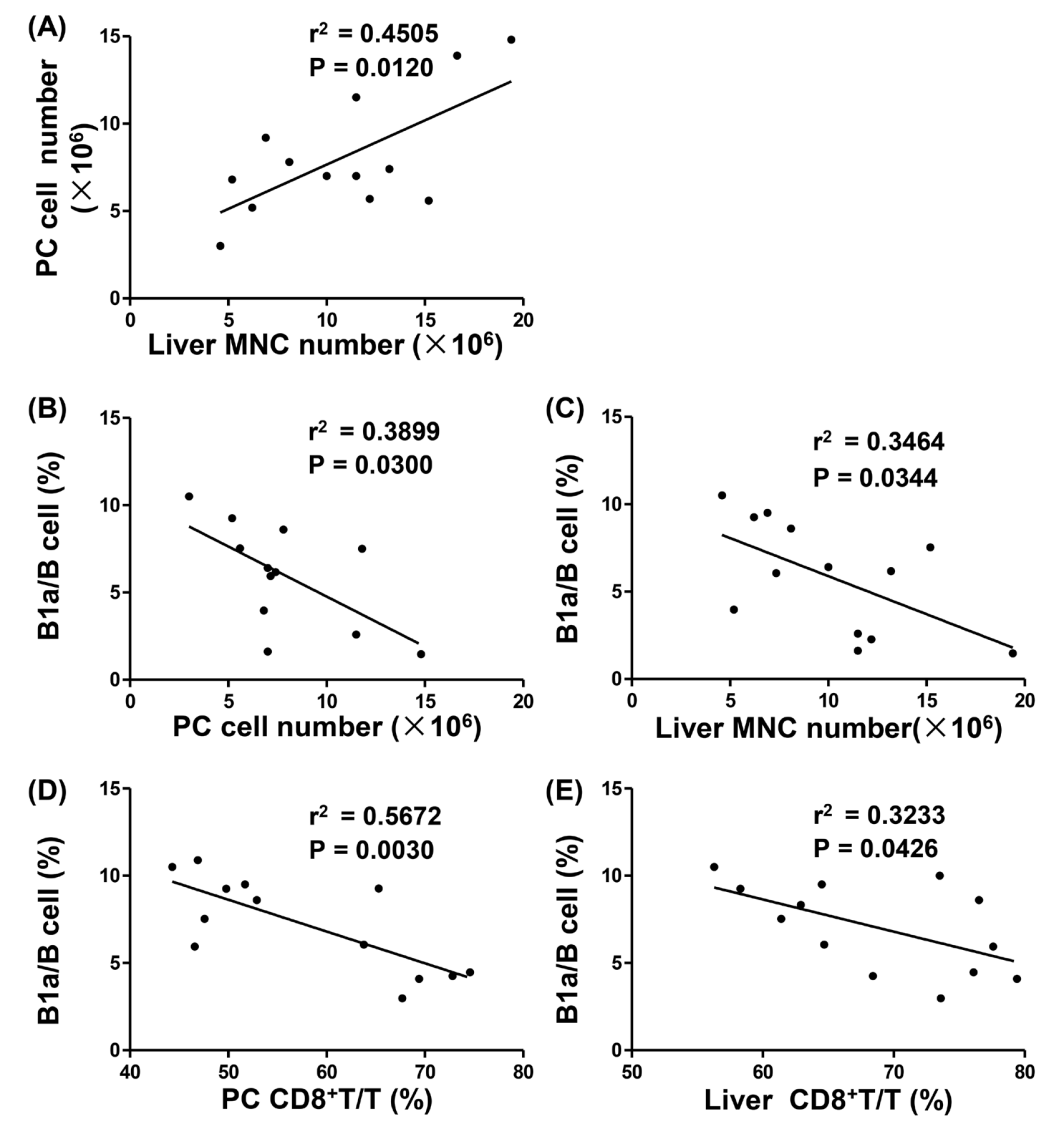
Correlation between liver inflammation and PC B1a cells in *p40^−/−^IL-2Rα^−/−^* mice **A.** Linear regression analysis between PC cell numbers and liver MNC numbers of *p40^−/−^IL-2Rα^−/−^* mice (*n* = 13). Linear regression analysis between the ratio of B1a/B cells and cell numbers in PC (*n* = 12) **B.** and liver (*n* = 13) **C.** of *p40^−/−^IL-2Rα^−/−^* mice. Linear regression analysis between the ratio of B1a/B cells and the ratio of CD8^+^ T/T cells in PC **D.** and liver **E.** of *p40^−/−^IL-2Rα^−/−^* mice (*n* = 13).

### Change of B1a cell population with age

The frequency of B1a (CD11b^+^CD5^+^) (*P* < 0.0001) and B1b cells (CD11b^+^CD5^−^) (*P* < 0.0001) in B cells were much lower in *p40^−/−^IL-2Rα^−/−^* mice compared with *p40^−/−^IL-2Rα^+/−^* mice. B1a cells were almost undetectable, and the frequency of B2 (CD11b^−^CD5^−^) cells (*P* < 0.0001) in B cells were higher in PC from *p40^−/−^IL-2Rα^−/−^* mice compared to *p40^−/−^IL-2Rα^+/−^* mice (Figure 3A, 3B). We also detected another PBC mouse model, the *dnTGFβRII* mice, and found similar phenomenon that the frequency of B1a cells was decreased in PC of *dnTGFβRII* mice (*P* = 0.0238, Figure S3A). The numbers of B1a (*P* < 0.0001) and B1b cells (*P* < 0.0001) were markedly reduced in *p40^−/−^IL-2Rα^−/−^* mice compared with *p40^−/−^IL-2Rα^+/−^* mice, whereas the number of B2 cells (*P* = 0.3752) was not altered (Figure 3C). We also found the number of total B cells (*P* = 0.0214, Figure S2A) was decreased in spleen of *p40^−/−^IL-2Rα^−/−^* mice. But the frequency of B1a (*P* = 0.8113), B1b (*P* = 0.3832) and B2 (*P* = 0.5434) cells in spleen B cells did not change (Figure S2B). The frequency of B1a cells decreased gradually with age in *p40^−/−^IL-2Rα^−/−^* mice, and was always significantly lower when compared with that of *p40^−/−^IL-2Rα^+/−^* mice at the same age (*P* < 0.002, Figure 3D). B1a cells from *p40^−/−^IL-2Rα^−/−^* mice expressed lower levels of Ki67 (*P* = 0.0162, Figure 3E) and exhibited higher level of apoptosis (*P* = 0.0259, Figure 3F). The frequency of Annexin V^+^7-AAD^−^ early stage apoptotic B1a cells (*P* = 0.4089) did not change, but the frequency of Annexin V^+^7-AAD^+^ late stage apoptotic B1a cells (*P* = 0.0284) was significantly increased in the PC of *p40^−/−^IL-2Rα^−/−^* mice. These data demonstrated a positive correlation of the change in B1a cell frequency and disease progression in *p40^−/−^IL-2Rα^−/−^* mice.

**Figure 3:**
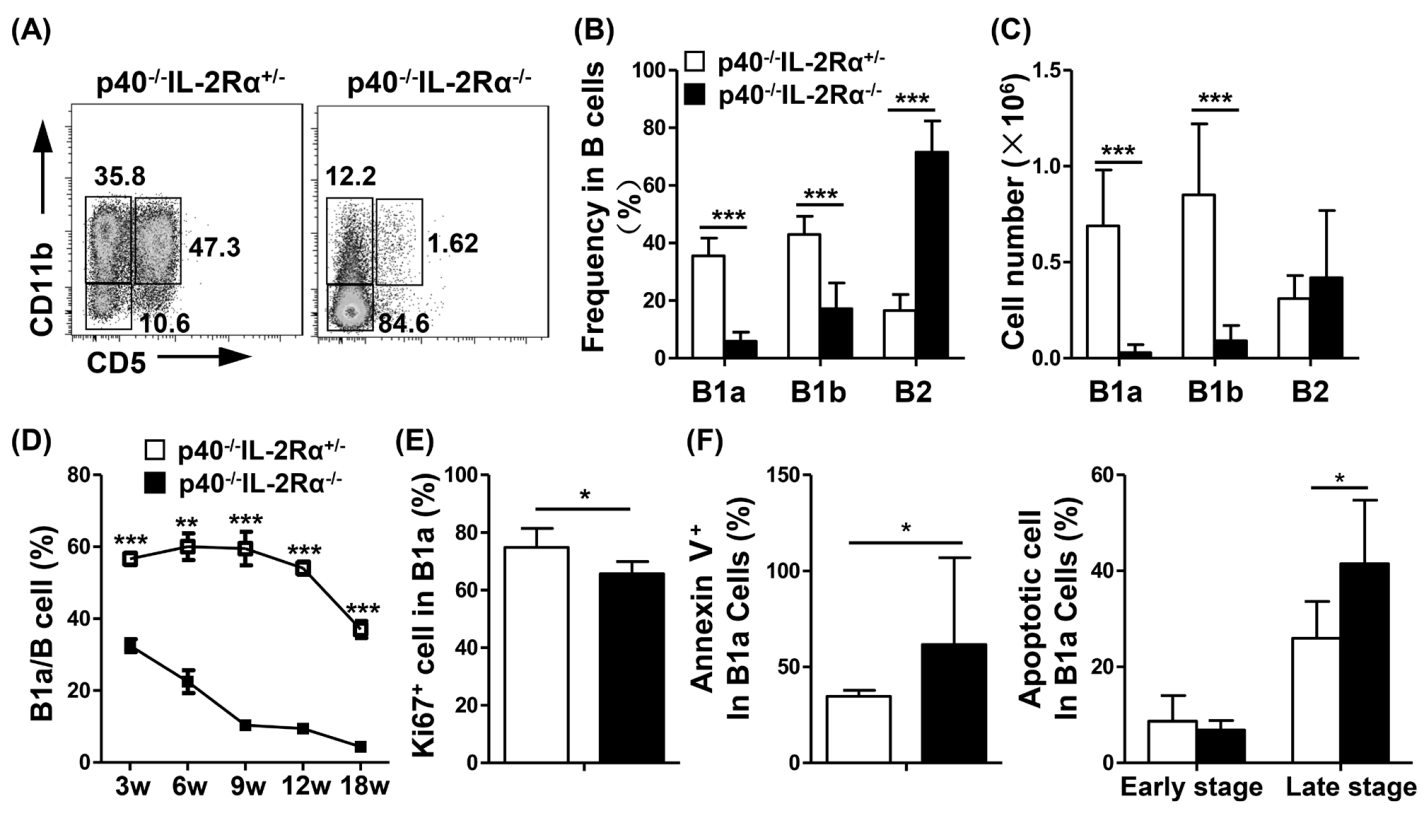
Comparison of B cell subpopulations in the PC of *p40^−/−^IL-2Rα^−/−^* mice and *p40^−/−^IL-2Rα^+/−^* mice **A.** A representative graph of PC B cell subsets at 18 weeks of age *p40^−/−^IL-2Rα^−/−^* mice and *p40^−/−^IL-2Rα^+/−^* mice. The frequency **B.** and cell number **C.** of B1a, B1b, and B2 cell subsets in the PC of *p40^−/−^IL-2Rα^−/−^* mice (*n* = 13) and *p40^−/−^IL-2Rα^+/−^* mice (*n* = 9). **D.** The frequency of B1a cells at different ages in PC of *p40^−/−^IL-2Rα^−/−^* mice and *p40^−/−^IL-2Rα^+/−^* mice (Each data point, n≥3). **E.** Ki67 expression in PC B1a cells from *p40^−/−^IL-2Rα^−/−^* (*n* = 6) and *p40^−/−^IL-2Rα^+/−^* mice (*n* = 6). **F.** The apoptosis level of PC B1a cells labeled with Annexin V and 7-AAD from *p40^−/−^IL-2Rα^−/−^* mice (*n* = 7) and *p40^−/−^IL-2Rα^+/−^* mice (*n* = 6).*P < 0.05, **P < 0.01, ***P < 0.001.

### Reduction of expression of CTLA-4, GITR and IL-10 secretion in PC B cells of *p40^−/−^IL-2Rα^−/−^* mice

B1a cells had a much higher production of IL-10 (B1a *vs* B1b and B1a *vs* B2, *P* < 0.001, Figure 4A), and expression of CTLA-4 (B1a *vs* B1b and B1a *vs* B2, *P* < 0.001, Figure 4B) and GITR (B1a *vs* B1b, *P* = 0.0222; B1a *vs* B2, *P* < 0.001, Figure 4C) than B1b and B2 cells in *p40^−/−^IL-2Rα^+/−^* mice. Moreover, the secretion of IL-10, and expression of CTLA-4 and GITR were all significantly downregulated in *p40^−/−^IL-2Rα^−/−^* B1a cells compared with that of *p40^−/−^IL-2Rα^+/−^* mice (IL-10, *P* = 0.0041; CTLA-4, *P* = 0.0035; GITR, *P* < 0.001, Figure 4D). There were also distinct differences in B cell activation markers in B1a cells of *p40^−/−^IL-2Rα^−/−^* mice compared to *p40^−/−^IL-2Rα^+/−^* mice, including CD44 and CD80 (*P* = 0.0006 and *P* = 0.007, Figure 4E, 4F). Similar results were also detected in the PC B cell subsets of *dnTGFβRII* mice (Figure S3) These data suggested both qualitative and quantitative defects of B1a cells in the PC of *p40^−/−^IL-2Rα^−/−^* mice.

**Figure 4:**
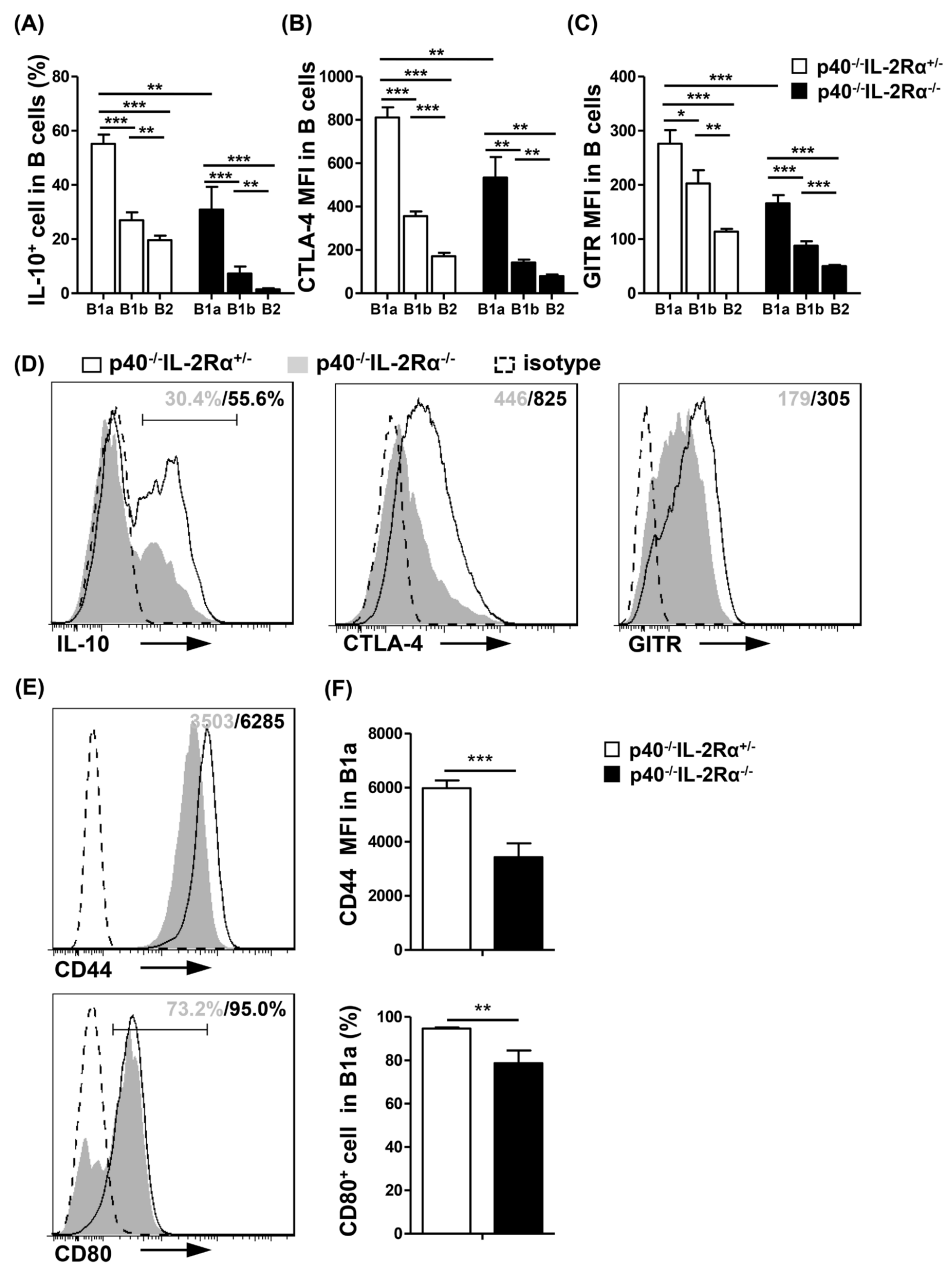
PC B cells from *p40^−/−^IL-2Rα^−/−^* mice displayed reduced regulatory and less activated phenotype Statistical analysis of frequency or mean fluorescence intensity (MFI) of regulatory molecules IL-10 **A.**, CTLA-4 **B.** and GITR **C.** in PC B cell subsets from *p40^−/−^IL-2Rα^−/−^* mice (*n* = 7) and *p40^−/−^IL-2Rα^+/−^* mice (*n* = 4). **D.** Expression of regulatory molecules (IL-10, CTLA-4, GITR) in PC B1a cells from *p40^−/−^IL-2Rα^−/−^* mice (*n* = 7) and *p40^−/−^IL-2Rα^+/−^* mice (*n* = 4). **E.** Expression of activation markers (CD44, CD80) in PC B1a cells from *p40^−/−^IL-2Rα^−/−^* mice (*n* = 4) and *p40^−/−^IL-2Rα^+/−^* mice (*n* = 3). **F.** Statistical analysis of frequency or mean fluorescence intensity (MFI) of phenotypic markers shown in **E.**. *P < 0.05, **P < 0.01, ***P < 0.001.

### PC B1a cells in *p40^−/−^IL-2Rα^−/−^* mice overexpress inhibitory markers and reduce regulatory markers

The B1a cell sorting purity was confirmed more than 96% (Figure S4). 

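Total RNA of PC B1a cells sorted from 7-week-old female mice was labelled with Cy3 and hybridized to 1-colour Agilent mouse arrays, 3 arrays for *p40-/-IL-2Rα-/-* mice (knockout) and 3 for *p40-/-IL-2Rα+/-* mice (control), with 1 sample per array. The authors deposited the spot intensities of each array as Feature Extraction gave them, background subtracted and not scaled between arrays, and a table of log2 values whose sorted values are identical on all 6 arrays. From the intensities, the log2 of each processed signal was taken and the 75th percentile of the array, over its 59305 non-control spots, was subtracted, so that every log2 value below is relative to that percentile. Spots marked as outliers were left out and the spots of a probe were averaged. A probe was tested where it was well above background on all 3 arrays of at least 1 genotype, which held for 24753 of 55681 probes. These probes cover 18254 genes, each represented by its tested probe with the highest mean. Genotypes were compared with limma and p-values were adjusted by the Benjamini-Hochberg method. All 6 arrays lay on 1 slide and were read in 1 scan. The knockout arrays were dimmer, with a 75th percentile of the processed signal of 131, 66.5 and 162, against 264, 252 and 272 on the control arrays. Between 39.7% and 45.9% of spots on the knockout arrays and between 47.2% and 50.6% on the control arrays were well above background. No spot was saturated. The number of arrays limits the precision, and 3 arrays against 3 allow no exact permutation p below 0.1. The deleted genes were read first. *Il2ra*, by a probe at 11614744 to 11614803 on chromosome 2 (mm9), was 1.62, 1.13 and 1.35 on the control arrays and -0.31, -0.59 and 0.86 on the arrays of knockout 1, 2 and 3. Its log2 difference was -1.38 (standard error 0.37, limma adjusted p = 0.122). *Il12b*, which encodes p40 and is deleted in both genotypes, was -2.08 ± 0.39 (SD, n = 3) in knockout and -2.06 ± 0.17 (SD, n = 3) in control samples. Its probe was well above background on all 6 arrays, and that of *Il2ra* on all 3 knockout arrays. Neither probe thus shows the deletion as a missing signal.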

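At a change of at least 2-fold with an unadjusted limma p of at most 0.05, 644 of the 18254 genes differed between B1a cells of *p40-/-IL-2Rα-/-* and *p40-/-IL-2Rα+/-* mice. The 3 knockout values lay all above or all below the 3 control values for 614 of these 644 genes, and for 36.3% of all tested genes, where chance gives 10%. On all 6 arrays, 427 of the 644 were well above background. After adjustment over all genes, 7 genes had a limma adjusted p under 0.05, all of them higher in knockout samples, and the smallest adjusted p was 0.00134. The choice that moved the 2-fold count most was the filter on dim probes, without which it was 10640. The adjusted count moved most with normexp background correction before the same scaling, to 6444 genes. The methods' t-test gave 439 genes at the same thresholds and 2 after adjustment, none of which were among the 7. The array of knockout 3 weighed heavily, since 1149 genes passed the 2-fold thresholds and 112 the adjusted p without it.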

The microarray data (GEO accession number GSE79190) indicated that there was a differential transcription of 381 genes which changed greater than two fold in B1a of *p40^−/−^IL-2Rα^−/−^* mice. Amongst these 381 genes, 154 genes were up-regulated and 227 genes were down-regulated (Figure S5A), which included cytokine-cytokine receptor interactions, chemokine signaling pathways, transcription factor regulatory activity and cell cycle related genes (Figure S5B, S5C). 

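Of the 644 genes changed at least 2-fold, 412 were higher and 232 lower in B1a cells of *p40-/-IL-2Rα-/-* mice, so that 64% were higher. That split depended on the scaling, and 46% of the 2-fold genes were higher after quantile normalization. For 43 of the higher genes the control group and for 156 of the lower genes the knockout group was not well above background on every array, so that their change is only bounded. Cytokine, chemokine and related receptor genes were picked by symbol rather than from the pathway sets of Figure S5B. Among 59 such genes, 11 (18.6%) were changed at least 2-fold, against 633 of 18195 other genes (3.48%), an odds ratio of 6.36 with a 95% confidence interval of 2.96 to 12.5 (two-sided Fisher's exact test, p = 5.8e-06). Without a filter on dim probes the odds ratio was 1.36 (Fisher's exact test, p = 0.0915). Odds ratios at least as large came from 5 of the 10 ways to split the 6 arrays into 3 and 3, the real one included. Of the cytokine and chemokine genes, *Ccl5*, *Il9*, *Ccl17*, *Cxcr3*, *Cx3cl1*, *Il2rb* and *Ccr6* were higher, and *Ccr1l1*, the deleted *Il2ra*, *Il18* and *Il17rd* were lower. *Il9* was well above background on no control array and *Ccr1l1* and *Il17rd* on no knockout array. Whether T cells or other cells in the sort carry part of these changes was not tested. None of the 11 had a limma adjusted p under 0.05; the 2-fold threshold itself requires an unadjusted p of at most 0.05. The cell cycle was read through a list of S phase and G2/M genes. Of its 87 tested genes, 80 were lower in knockout samples, with a median log2 change of -0.52 (camera with an inter-gene correlation of 0.01, two-sided p = 4.57e-10). The rotation test fry gave p = 0.00453, while camera with the correlation estimated from the arrays gave p = 0.0663. In 17 of the 87 genes a group was not well above background on every array, and with these at their bound the median was -0.46. Another split of the arrays, control 1, control 3 and knockout 2 against the rest, gave a camera p of 5.42e-14 with a median of 0.23 in size. Without the 15 genes that the heat maps of Figure S5C also show, the median of the other 72 was -0.46. The paper states that the changed genes included cytokine and chemokine pathways, transcription factor activity and cell cycle genes.

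**Figure D1:**
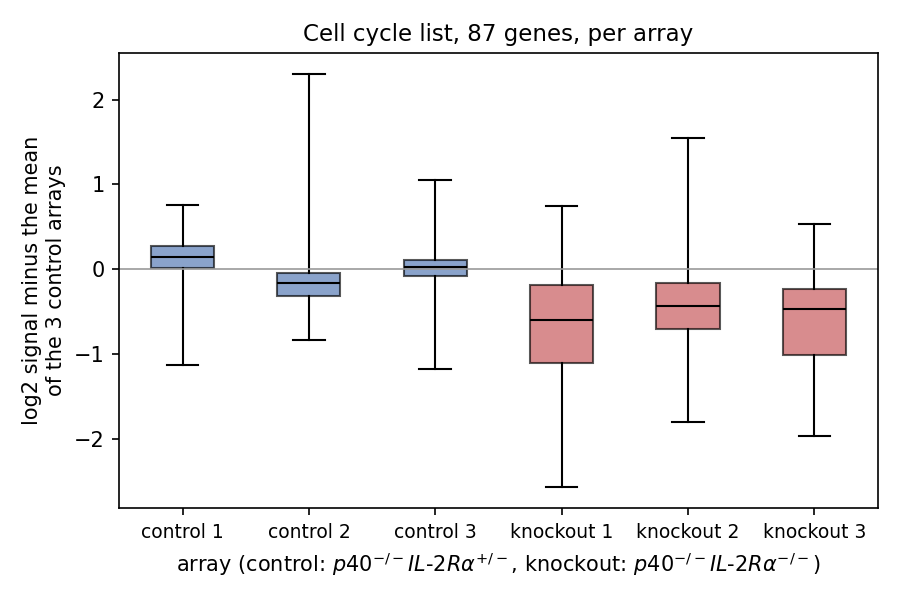
Log2 signal of the 87 cell cycle genes on each array, each gene relative to its mean on the 3 control arrays. Boxes give quartiles, the line in each box the median and whiskers the whole range; the medians were 0.15, -0.16 and 0.02 on the control arrays and -0.60, -0.44 and -0.47 on the knockout arrays.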

Amongst B cell function related genes, in which the fold change were more than 1.3, *Cd44*, *Cd80*, *Bcl6* and *Ctla4* were down-regulated. In addition, the expression of *Ahr*, which could inhibit IL-10 secretion, was up-regulated. 

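*Cd80*, whose representing probe lies at 38486772 to 38486831 on chromosome 16 (mm9), was 2.63 ± 0.11 (SD, n = 3) in *p40-/-IL-2Rα-/-* and 3.39 ± 0.06 (SD, n = 3) in *p40-/-IL-2Rα+/-* B1a cells. This is a 1.69-fold decrease (log2 difference -0.75, standard error 0.136, limma adjusted p = 0.0913) and every knockout array was below every control array. A dimmer *Cd80* probe, at 38479343 to 38479402, moved the other way, by 0.25. *Bcl6* was 0.53 ± 0.10 in knockout and 1.13 ± 0.28 in control samples (SD, n = 3 each), lower by 1.51-fold with no overlap of the 3 and 3 arrays (limma adjusted p = 0.131). *Ctla4* was 0.28 ± 0.25 against 0.72 ± 0.17 (SD, n = 3 each). It was 1.35-fold lower, with the highest knockout and the lowest control value both at 0.53 (limma adjusted p = 0.193). *Cd44* was 3.90 ± 0.67 against 4.51 ± 0.21 (SD, n = 3 each), a 1.52-fold decrease with overlapping arrays (limma adjusted p = 0.269). One array decided that value, and without knockout 1 the log2 difference of *Cd44* was -0.24. Its 3 other tested probes differed by -0.34, -0.21 and -0.03. All 4 genes were lower under every scaling tried.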

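*Ahr* was read by 2 tested probes, both on the minus strand of chromosome 12 (mm9). The brighter one, at 36182724 to 36182783, was 1.53 ± 0.28 (SD, n = 3) in *p40-/-IL-2Rα-/-* and 1.32 ± 0.19 (SD, n = 3) in *p40-/-IL-2Rα+/-* B1a cells, a 1.16-fold increase with overlapping arrays (standard error on the log2 scale 0.191, limma adjusted p = 0.461). The dimmer probe, at 36188523 to 36188582 and thus 5799 bases farther from the 3′ end of the gene, was -2.17 ± 0.64 against -3.92 ± 0.28 (SD, n = 3 each). This probe was 3.35-fold higher with no overlap (limma with each probe tested on its own, adjusted p = 0.0888). Its change minus that of the brighter probe was 1.53, but 1.16 with quantile normalization and 0.23 with normexp and quantile normalization. Of the alternatives, the mean of both probes gave the largest log2 increase of *Ahr*, 0.98, and normexp background correction with scaling to the 75th percentile the smallest, 0.01.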

*Btla*, *Cd72* and *Cd22*, which could inhibit BCR signaling transduction through the ITIM (immunoreceptor tyrosine-based inhibitory motif) domain, was also up-regulated (Figure 5A). Moreover, the interaction network of these genes reflected that critical genes relevant to B cell function, including *Cd274 (Pdl1)*, *Cd28* and *Cd86*, were also closely related (Figure 5B). To confirm these data, we performed quantitative real-time PCR. 

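*Cd72* had the largest change of the 3 genes. Its probe at 43460596 to 43460655 on chromosome 4 (mm9) was 2.86 ± 0.26 (SD, n = 3) in *p40-/-IL-2Rα-/-* and 1.44 ± 0.50 (SD, n = 3) in *p40-/-IL-2Rα+/-* B1a cells, a 2.67-fold increase (standard error 0.272 on the log2 scale, limma adjusted p = 0.0937), and an overlapping probe gave 2.61-fold. *Btla* was 4.77 ± 0.33 against 4.51 ± 0.23 (SD, n = 3 each), 1.20-fold higher with overlapping arrays (limma adjusted p = 0.435). With normexp background correction and the 75th percentile its direction turned, to -0.10. *Cd22* was read by 2 tested probes on the minus strand of chromosome 7 (mm9). The brighter, at 31651249 to 31651308, was 3.69 ± 0.24 against 3.56 ± 0.07 (SD, n = 3 each), 1.09-fold higher (limma adjusted p = 0.623). Its direction turned under the same normexp setting, to -0.19, and without knockout 1, to -0.01. The dimmer *Cd22* probe, at 31665113 to 31665172 and 13864 bases farther from the 3′ end, was -1.69 ± 0.17 against -3.06 ± 0.06 (SD, n = 3 each). It was 2.57-fold higher with no overlap (limma with each probe tested on its own, adjusted p = 0.0463). This rise depends on the scaling. The change of the dimmer probe minus that of the brighter was 1.24, but 0.81 with quantile normalization and 0.13 with normexp and quantile normalization.

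**Figure D2:**
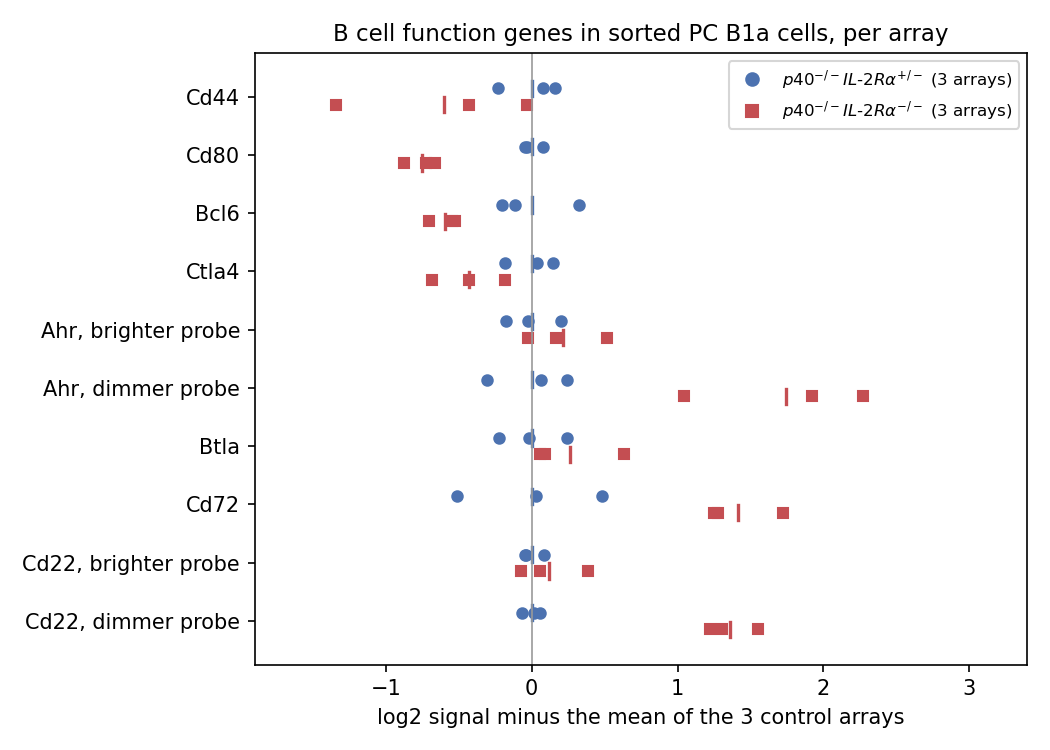
Log2 signal of 8 B cell function genes on each array, relative to the mean of the 3 control arrays, with both tested probes of *Ahr* and *Cd22*. Each point is 1 array and short vertical lines are group means; the knockout mean of the dimmer *Cd22* probe lies 1.36 above the control mean and that of the brighter one 0.12 above. The size of the rise of both dimmer probes depends on the scaling.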

We noted that *Cd44* and *Ctla4* were down-regulated. The expression of *Pirb*, *Ahr*, *Btla*, *Il21r*, *Cd72* and *Cd22* were significantly up-regulated (Figure 5C). Thus the quantitative PCR results confirmed our transcriptional microarray analysis.

**Figure 5:**
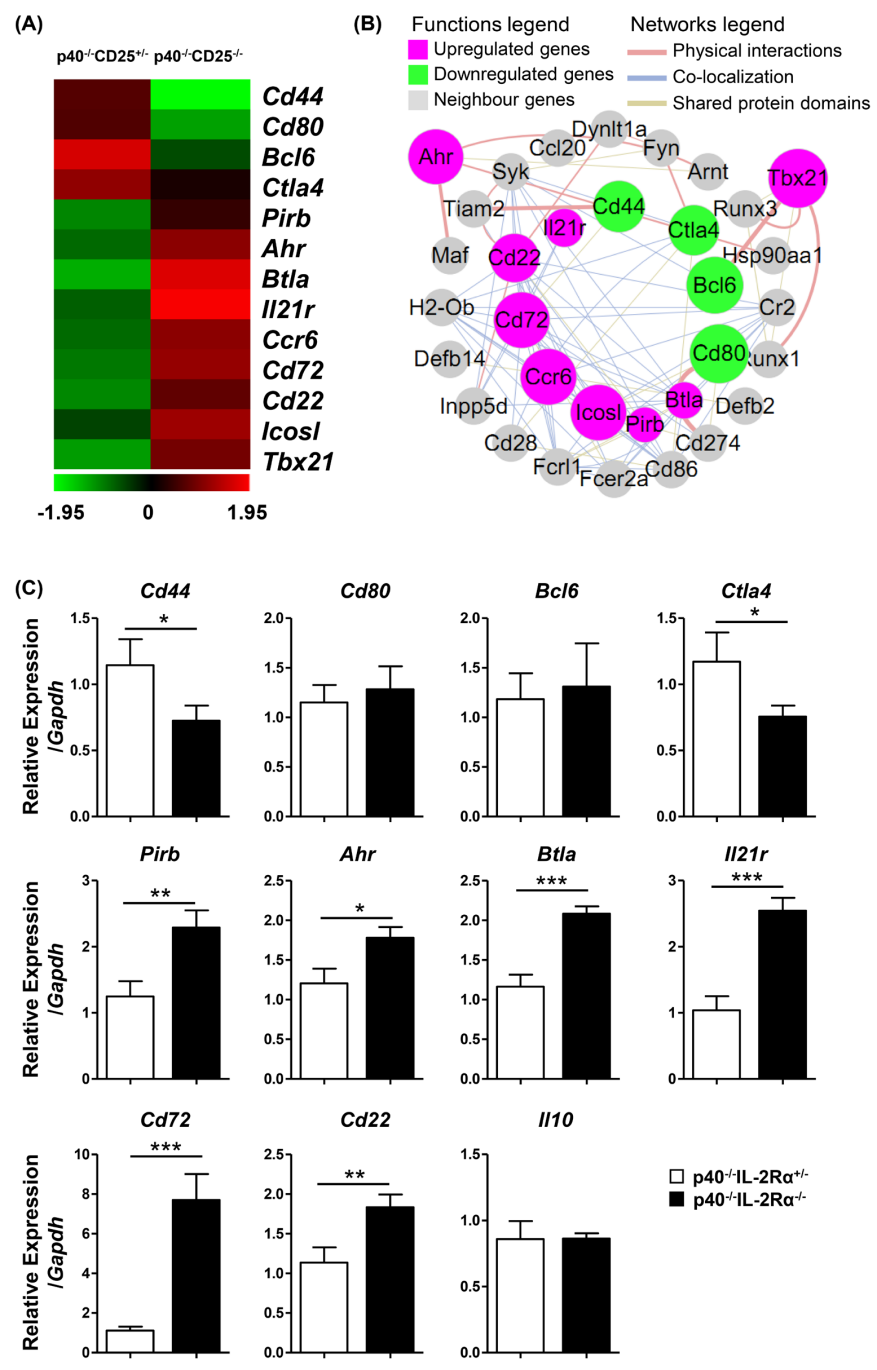
PC B1a cells of *p40^−/−^IL-2Rα^−/−^* mice exhibited altered regulatory characteristics compared to control B1a cells **A.** A heat map of selected genes from the transcriptional array were studied as noted in black (not significantly altered), green (down-regulated in *p40^−/−^IL-2Rα^−/−^* mice) or red (up-regulated in *p40^−/−^IL-2Rα^−/−^* mice). These genes were correlated with B cell function. **B.** Interaction network of these genes in **A.** and their first neighbor genes. Target genes were depicted as a circular node. Up-regulated genes are indicated in pink, while down-regulated genes are indicated in green of *p40^−/−^IL-2Rα^−/−^* mice B1a cells. The size of the circular node of B cell function genes were determined by the level of gene expression. **C.** Quantitative PCR analysis comparing mRNA expression level of selected genes between *p40^−/−^IL-2Rα^−/−^* and *p40^−/−^IL-2Rα^+/−^* mice. *P < 0.05, **P < 0.01, ***P < 0.001.

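On the arrays, 9 of the 10 B cell function genes named in the text moved in the direction that the paper states, and 6 of them by at least 1.3-fold (*Cd44*, *Cd80*, *Bcl6*, *Ctla4*, *Cd72* and *Il21r*). Whichever array was left out, 3 of these stayed at 1.3-fold or more (*Cd72*, *Cd80* and *Bcl6*), while *Il21r* fell to 0.245 and *Cd44* to -0.235 on the log2 scale without knockout 1, and *Ctla4* to -0.311 without knockout 2. Adjusted over the list alone, 3 of the 10 had p under 0.05 in that direction (*Cd72*, *Cd80* and *Bcl6*); over all genes tested by limma none did, while 4 of them had an unadjusted p under 0.05. Over all genes 2 passed with a trend and robust estimation, 4 with normexp and the 75th percentile and 5 with array weights, and none under the other alternatives. The study chose these genes on the same arrays, so neither the count of directions nor the count over the list alone is independent evidence. For *Il21r* and *Pirb* the paper's text gives the direction by PCR. *Il21r*, by a probe at 132776725 to 132776784 on chromosome 7 (mm9), was 0.77 ± 0.45 in *p40-/-IL-2Rα-/-* and 0.26 ± 0.11 in *p40-/-IL-2Rα+/-* B1a cells (SD, n = 3 each). The 3 knockout arrays lay above the 3 control arrays, by 1.42-fold on average (limma adjusted p = 0.222), and knockout 1 had the highest value at 1.29. *Pirb* is listed on the array under the name *Lilrb3*, with a probe at 3664137 to 3664196 on chromosome 7. It was 5.76 ± 0.14 in knockout and 5.96 ± 0.12 in control samples (SD, n = 3 each), a log2 difference of -0.20 (limma adjusted p = 0.389) that stayed negative under every alternative. A dimmer probe that the file describes as paired-Ig-like receptor B, ENSMUST00000137474, was 0.40 higher (limma adjusted p = 0.274).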

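Of the other genes shown in the heat map, *Ccr6*, *Icosl* and *Tbx21* were higher on all 3 arrays of *p40-/-IL-2Rα-/-* B1a cells than on all 3 of *p40-/-IL-2Rα+/-* B1a cells. *Ccr6* was 3.18 ± 0.20 against 1.79 ± 0.12 (SD, n = 3 each), 2.61-fold higher (limma adjusted p = 0.0581). *Icosl* was 0.98 ± 0.34 against -0.53 ± 0.65 (SD, n = 3 each), 2.86-fold higher (limma adjusted p = 0.105). *Tbx21*, with a probe at 96959417 to 96959476 on chromosome 11 (mm9), was -1.47 ± 0.42 against -3.42 ± 0.60 (SD, n = 3 each), 3.84-fold higher (limma adjusted p = 0.0874).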

## DISCUSSION

There has been significant attention on the role of B regulatory cells and loss of tolerance. In murine systems this has led to observations on peritoneal B1 cells [30, 34–36]. However, in humans, the role and definition of B1 cells is less clear and therefore the data herein on this murine model of autoimmune cholangitis is particularly relevant. Clearly B cell-related genes that impact function were altered with inflammation. For example, select molecules with ITIM domains such as BTLA, CD72 and CD22, were significantly increased as part of the inhibition of BCR signaling transduction. In contrast, some regulatory molecules, i.e. IL-10, were decreased because of the up-regulation of Ahr [37]. This discussion is also significant because of the relationship of the B1a cell cycle and the expression of Ki67 and its relationship to both qualitative and quantitative activity of B1a cells [38, 39]. Hence, our data herein reported the impairment of regulatory function and cell numbers of B1a cells in *p40^−/−^IL-2Rα^−/−^* mice, and its augmentation of T cell production of IFN-γ is significant (Figure 6).

Regulatory B cells are considered a new subset and have been shown to be integral to the maintenance of tolerance [40]. Indeed, B cells exert their regulatory role through the production of interleukin-10 (IL-10) by either B1 cells, marginal zone (MZ) B cells, or other B cell subpopulations [41–44]. IL-10 mediates suppression of inflammation by several mechanisms, including restricting the production of proinflammatory cytokines, such as IFN-γ and IL-17, downregulating the expression of MHC class II [40], and maintaining suppressive function of regulatory T cells [45]. Foxp3^+^ regulatory T cells derived IL-10 is important to restrain immune responses [46]. Foxp3^−^ T cells with IL-10 expression, i.e. Tr1 cells, also have regulatory abilities [47]. However, the suppressive function of regulatory B cells is primarily mediated by IL-10 [40] and thus the downregulated secretion of IL-10 by B1a cells in the PC of *p40^−/−^IL-2Rα^−/−^* mice has additional implications.

CTLA-4, an activation-induced homodimeric glycoprotein receptor, is expressed on T cells and interacts with the CD80/CD86 ligands which are also expressed on the surface of APCs and T cells [48, 49]. CTLA-4 acts as a negative regulator and functions to reduce T cell activation after B7 engagement, leading to down-regulation of T cell responses and to the preservation of T cell homeostasis and peripheral tolerance [50]. CTLA-4 is critical for the suppressive function of regulatory and conventional CD4^+^ T cells in both thymus and periphery [51–53]. It has been reported that B cells can express CTLA-4 in human and mice [54, 55], and this expression can be induced by activated T cells [56]. However, there is no significant data on the expression or function of CTLA-4 on PC B1a, B1b and B2 cells.

In our work the production of IL-10 and expression CTLA-4 were higher in B1a cells than B1b and B2 cells, suggesting that B1a cells may be regulatory B cells. In line with decreased B cell numbers, the immune regulatory function of PC B cells were impaired based on the expression of IL-10 and CTLA-4 in PC B cells in *p40^−/−^IL-2Rα^−/−^* mice. Hence, we hypothesized that in *p40^−/−^IL-2Rα^−/−^* mice, decreased number and function of regulatory B cells led to regulatory T cell dysregulation with subsequent increased inflammatory responses. B cell survival can be inhibited by CD4^+^ T cells [57], IFN-γ [58] and perhaps IL-21 [59, 60]. Therefore, an increase in Th1 and cytotoxic T cells in *p40^−/−^IL-2Rα^−/−^* mice may contribute to the decrease of B1a cells.

CD22 is a B cell transmembrane adhesion molecule with ITIMs in its cytoplasmic domain, and a negative regulator of B cell activation in response to local microenvironment [31]. CD22 inhibits BCR signaling by recruiting SHP-1, a protein tyrosine phosphatase, which can interfere with BCR-associated protein tyrosine kinase activation [61]. CD72 is also a B cell co-receptor containing ITIMs and also is an inhibitory co-receptor regulating the B cell immune response [62]. CD72*^−/−^* mice demonstrate increased B1a cell frequency in PC [63]. It is interesting that CD22 engagement before BCR stimulation can trigger the phosphorylation of CD72 [64]. These two molecules may have a synergistic role in regulating B cell activation. In our microarray and RT-PCR data, these same two molecules were both upregulated. Hence, there was significant inhibition of B1a cell activation in the PCs of *p40^−/−^IL-2Rα^−/−^* mice.

Under normal circumstances, IL-2Rα is expressed on regulatory and activated T cells; most lymphoid cells do not express IL-2Rα when directly examined *ex vivo* [65]. However, mature B cells can also express IL-2Rα. In mice, IL-2Rα can be expressed on B cells from PC [66]. Interestingly, murine CD25^+^ B cells have a higher expression of CD5, CD122 and CD132, suggesting that CD25^+^ B cells are B1a cells and can respond to IL-2. Murine CD25^+^ B cells, compared to humans, have a greater potential to secrete higher levels of IL-10 [67]. CD25^+^ B cells are detectable in humans and have more antigen-presenting ability than CD25^−^ B cells [68, 69]. CD25 can be upregulated in CD25^+^ B cells by Toll-like receptors, CD40 activation and IL-4 [68, 70]. In human, CD19^+^CD25^high^ B cells appear to function as immunoregulatory cells and are a source of inhibitory cytokines, including IL-10 and TGF-β [71]. However, it is not clear whether changes of B cell phenotype are due to an intrinsic deficiency of *IL-2Rα* or secondary to extrinsic factors such as an inflammatory microenvironment. We suggest that in the murine model herein, it is the microenvironment that leads to the dysregulation of PC B1a cells and therefore impairs their function, leading to a cascade and feedback loop which will further exacerbate pathology.

**Figure 6:**
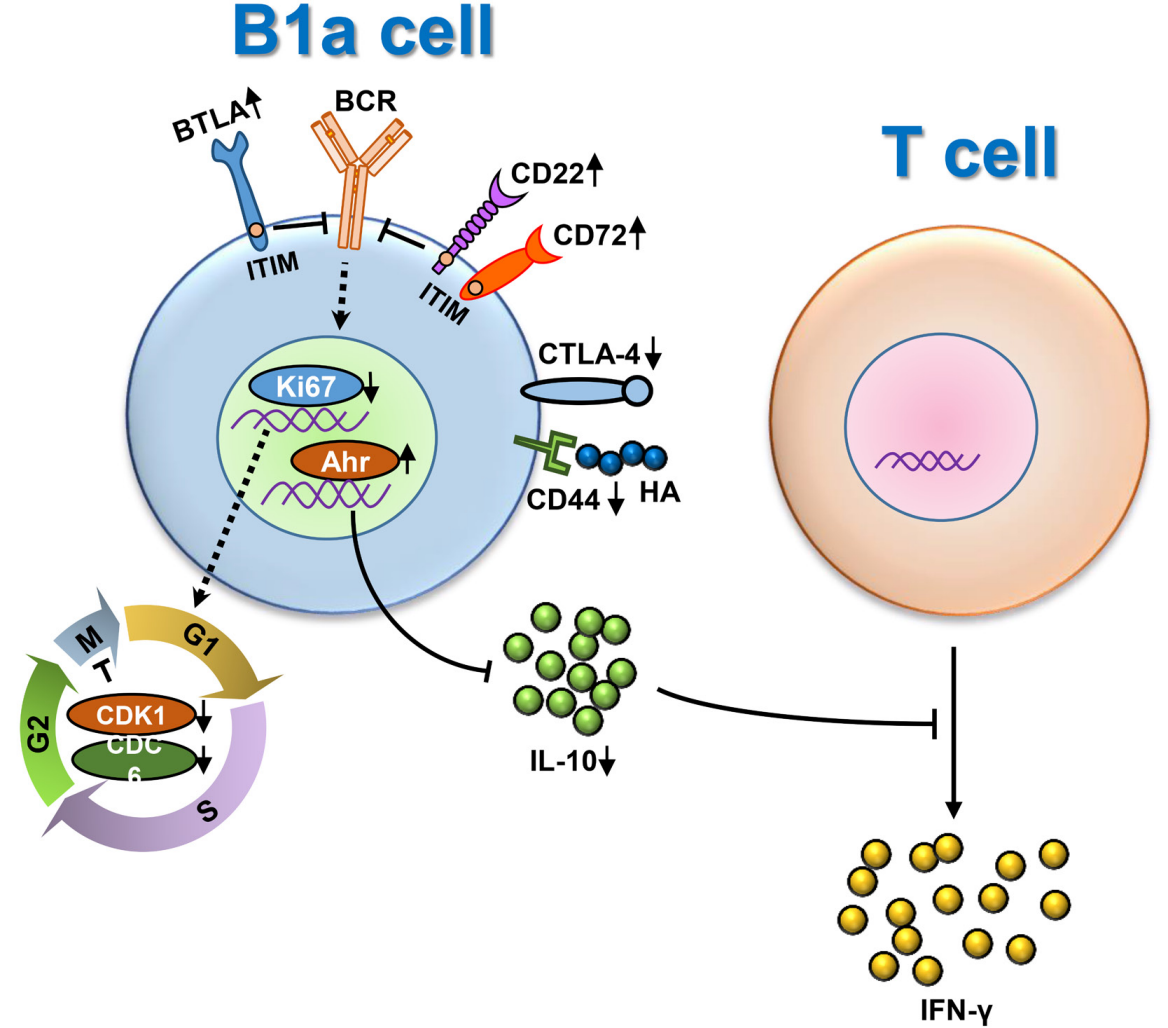
Dysregulation of peritoneal cavity B1a cells of *p40^−/−^IL-2Rα^−/−^* mice under inflammatory scenario On the one hand, some molecules with ITIM domains like BTLA, CD72 and CD22, were significantly increased to inhibit BCR signaling transduction. Meanwhile, the B1a cell cycle was delayed as the expression of Ki67 and other cell cycle related genes were decreased, leading to the reduced number of B1a cells. On the other hand, some regulatory molecules, e.g. IL-10, were significant decreased because of the up-regulation of Ahr. Consequently, the regulatory function of B1a cells was impaired, leading to the augmentation of IFN-γ secretion form T cells.

## MATERIALS AND METHODS

### Mice

*IL-2Rα^−/−^* (*B6.129S4-Il2ra^tm1Dw^*) and *p40^−/−^* (*B6.129S1-Il12b^tm1Jm^*) mice on a C57BL/6J background were initially obtained from The Jackson Laboratory (Bar Harbor, ME). *IL-2Rα^+/−^* mice were crossed with *p40^−/−^* mice to generate *p40^+/−^IL-2Rα^+/−^* mice, then backcrossed with *p40^−/−^* mice to generate *p40^−/−^IL-2Rα^+/−^* mice as breeding pairs. *IL-2Rα^+/−^* mice were used as breeding pairs to generate *IL-2Rα^+/−^* mice. We initially compared *p40^−/−^IL-2Rα^+/−^* mice to *IL-2Rα^+/−^* and control C57BL/6 (WT) mice and demonstrated that these strains were similar and healthy. Hence, *p40^−/−^IL-2Rα^+/−^* mice were used as controls throughout these studies. All mice were studied at 3-18 weeks and serially studied at 3, 6, 9, 12 and 18 weeks of age, with a minimum of 3 mice at each data point. Microarray and Real Time PCR assays were performed in 7-week old female mice. *dnTGFβRII* (*B6.Cg-Tg(Cd4-TGFBR2)16Flv/J*) mice, abbreviated as TG and used as another PBC mouse model [72], were obtained from the University of California at Davis, and studied at 12 weeks of age with littermate WT mice. All assays were performed in triplicate and each experiment replicated twice. All mice were maintained in individually ventilated cages under specific pathogen-free conditions at the Laboratory Animal Center, School of Life Sciences, University of Science and Technology of China. Animal experiments conformed to the guidelines outlined in the Guide for the Care and Use of Laboratory Animals by the Laboratory Animal Center, School of Life Sciences, University of Science and Technology of China.

### Liver histology

Liver tissues were excised and immediately fixed with 10% buffered formalin solution for 2 days at room temperature, then embedded in paraffin and cut into 4 μm sections for hematoxylin-eosin (H&E) staining [73]. Images were then obtained using an upright microscope (Axioskop 2 plus, Carl Zeiss, Oberkochen, Germany) in high-power fields (10×40).

### Isolation of hepatic and splenic mononuclear cells (MNCs) and peritoneal cavity cells

As previously outlined [74], we isolated hepatic MNCs as follows. Firstly, livers were disrupted using a syringe handle, suspended in PBS/0.2% BSA, and passed through a steel mesh. After centrifugation at 85g for one minute to remove the hepatocyte pellets, the residual cells were collected. MNCs from suspended liver cells were then isolated by centrifugation with 40% and 70% Percoll (GE Healthcare, Little Chalfont, United Kingdom) at 805g for 20 minutes, and cells at the interface were collected. Spleen was disrupted between two glass slides and red blood cells were lysed for 10 min. After neutralizing and centrifugation, pellets were resuspended with PBS. For peritoneal cavity cell isolation, the outer skin of the peritoneum was gently pulled back to expose the inner skin lining the peritoneal cavity. A needle was carefully inserted into the peritoneum to avoid puncture of organs [75]. 8 ml of ice cold PBS (with 2% BSA) was injected into the peritoneal cavity and washed repeatedly using a 10 ml syringe. The collected cell suspension was centrifuged at 453g for 5 minutes, the supernatant discarded and resuspended in media or PBS. Single cell suspensions were washed and counted. Viability of cells was confirmed by trypan blue exclusion.

### Collection of peritoneal cavity lavage fluid

A syringe containing 100ul ice cold PBS, with a 29G (0.33 mm) needle was carefully inserted into the peritoneum to avoid puncture of organs. After injection, the peritoneum was gently massaged for 2 minutes to dislodge any attached cells into the PBS solution. Thence an incision was made into the peritoneum and fluid collected with a Pasteur pipette; the fluid was then centrifuged at 5500g for 5 minutes and supernatant assayed using a cytometric bead assay (CBA) [10].

### Flow cytometry

1×10^6^ cell preparations were incubated with purified anti-CD16/CD32 antibody (BioLegend, San Diego, CA) for 15 minutes at 4°C. Cells were stained for 20 minutes at 4°C with cocktails containing combinations of fluorochrome-conjugated monoclonal antibodies for cell surface markers including Pacific Blue-CD3, Pacific Blue-PDCA-1, FITC-B220, APC/Cy7-CD4, APC/Cy7-IgD, APC/Cy7-CD19, PE/Cy7-NK1.1, PE/Cy7-CD23, PerCP/Cy5.5-IgM, APC-CD21/35, Alexa Fluor 647-CD11b, PE-F4/80, PE-CD5 (BioLegend), V500-CD4 and V500-CD8a (BD Biosciences, San Diego, CA). In PC, B cells were defined as CD19^+^CD3^−^. Gated on B cells, B1a cells were defined as CD11b^+^CD5^+^ and B1b cells were defined as CD11b^+^CD5^−^ whereas B2 cells were defined as CD11b^−^CD5^−^ [76]. In spleen, B cells were defined as B220^+^CD3^−^PDCA-1^−^. Gated on B cells, B1a cells were defined as CD23^−^CD5^+^IgM^hi^IgD^lo^ and B1b cells were defined as CD23^−^CD5^−^IgM^hi^IgD^lo^CD21/35^−^, whereas B2 cells, contained Follicular B cells (CD21/35^lo^CD23^+^) and Marginal zone B cells (CD21/35^hi^CD23^−^) [17]. The numbers of each cell subsets were calculated based on flow cytometric analysis of stained cells with specific fluorochrome-conjugated antibodies [77].

For intracellular cytokine staining, cells were suspended in RPMI-1640 with 10% fetal bovine serum (FBS) and stimulated with Cell Stimulation Cocktail (plus protein transport inhibitors) (eBioscience) at 37°C for 4 hours. Cells were incubated with purified anti-CD16/CD32 antibody and then stained with Pacific Blue-CD3, APC/Cy7-CD4, PerCP/Cy5.5-CD19, Alexa Fluor 647-CD11b, FITC-CD5, PE/Cy7-CD11b and PE/Cy7-NK1.1 (BioLegend), V500-CD8a (BD Biosciences) as above, fixed with fixation buffer, and permeabilized with permeabilization wash buffer (BioLegend); cells were thereafter stained for intracellular PE-IFN-γ, PE-IL-10, APC-IL-10, or PE-CTLA-4 (BioLegend). Normal IgG isotype controls (BioLegend) were used in parallel [78]. Intracellular Ki67 was identified by PE-Ki67 (BioLegend) using a Foxp3 staining kit (eBioscience).

Detection of apoptosis using a combined Annexin V and 7-AAD assay. 1×10^6^ cells were incubated with purified anti-CD16/CD32 antibody and then stained with FITC-CD4, PE-CD5, APC/Cy7-CD19 (BioLegend), and PE/Cy7-CD11b. The washed cells were resuspended in Annexin V binding buffer (BioLegend), and stained with Alexa Fluor 647-Annexin V (BioLegend) and 7-AAD (BioLegend) at room temperature for 15 min. Early stage apoptotic cells were defined as Annexin V^+^7-AAD^−^ and late stage apoptotic cells were defined as Annexin V^+^7-AAD^+^. FACSVerse flow cytometry (BD Immunocytometry Systems, San Jose, CA) was used to acquire data, which was analyzed by Flowjo software (Tree star, Inc., Ashland, OR).

### Gene-expression profiling analysis of peritoneal cavity B1a cells

PC B1a cells from 7-week old female *p40^−/−^IL-2Rα^−/−^* and *p40^−/−^IL-2Rα^+/−^* mice were isolated as above; the sorting purity was greater than 96%. 

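Genes of sorting markers were read on the same arrays. *Cd5* was 3.37 ± 0.28 in *p40-/-IL-2Rα-/-* and 3.60 ± 0.09 in *p40-/-IL-2Rα+/-* B1a cells, and *Itgam*, which encodes CD11b, 5.00 ± 0.76 against 4.21 ± 0.16 (log2, SD, n = 3 each). Their limma adjusted p-values were 0.408 and 0.214. The 3 knockout arrays of *Itgam* lay above the 3 control arrays, and its 2 other tested probes were 0.27 and 0.675 higher. The size of its difference rested on knockout 2, at 5.86, without which it was 0.36 on the log2 scale. *Xist*, which is transcribed from the inactive X chromosome of females, was well above background on all 6 arrays, at 3.16 ± 0.08 in knockout and 2.36 ± 0.16 in control samples (SD, n = 3 each). No probe of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* was well above background on any array.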

Cells were suspended in TRIzol and total RNA extracted with an RNeasy Mini Kit (Qiagen, Hilden, Germany) and hybridized to Agilent chips. Fluorescence was detected using the Agilent Scanner G2505C (Agilent Technologies) and images were analyzed using Feature Extraction software (version 10.7.1.1, Agilent Technologies). A transcription profile chip service was provided by Shanghai OE Biotechnology Cooperation (Shanghai, China). Expression fluorescence values were log_2_-transformed, and subsequently analyzed using Genespring. Differentially expressed genes were defined as equal to or more than 2 fold differences between the two groups; signal values were confirmed beyond background signals, and the genes were classified based on the annotation of the Gene Ontology (GO) project. Volcano plot, heat map and red-green scale schemes were designed using Multiple Experiment Viewer 4.8 software. The microarray data was deposited on the National Center for Biotechnology Information GEO repository under accession number GSE79190.

### Prediction of target genes and the establishment of interaction networks

The target genes for all selected B cell functional genes were identified or predicted using three online bioinformatic databases, including GeneMANIA (http://www.genemania.org), STRING (http://string-db.org) and Gene Network Central (http://www.sabiosciences.com) [79]. The open source Bioinformatics software Cytoscape 3.2.1 (http://www.cytoscape.org) was used to create the interaction networks.

### Cytokines in PC lavage fluid

The levels of IFN-γ, TNF-α, IL-6, MCP-1 and IL-10 from PC lavage fluid were measured with a BD cytometric bead assay (CBA) “Mouse inflammation” kit (BD Pharmingen), using a BD FACSVerse flow cytometer with CBA software.

### Correlation analysis

Correlation analysis was made using GraphPad Prism 5 with linear regression analysis. The linear correlation index r^2^ and P values were calculated.

### Real time PCR

B1a peritoneal isolated cells were isolated from *p40^−/−^IL-2Rα^−/−^* and *p40^−/−^IL-2Rα^+/−^* mice; cell extraction was performed using Trizol Reagent (Invitrogen, Carlsbad, CA), and cDNA synthesized with the PrimeScript^®^ RT reagent Kit (Takara). Quantitative real-time PCR was performed by AB Stepone real-time PCR system (Applied Biosystems, Carlsbad, CA) and using SYBR^®^ Premix Ex TaqTM II (Takara). The primers used were noted in Table 2 and based on PrimerBank and confirmed using NCBI primer blast. The expression levels of target genes were normalized to the housekeeping gene *Gapdh* (ΔCt). The results were calculated by the 2^−ΔΔCt^ method.

**Table 2:** Real Time PCR primers used in this work

Genes	Forward primer 5′-3′	Reverse primer 5′-3′
*Cd44*	TCGATTTGAATGTAACCTGCCG	CAGTCCGGGAGATACTGTAGC
*Cd80*	ACCCCCAACATAACTGAGTCT	TTCCAACCAAGAGAAGCGAGG
*Bcl6*	CCGGCACGCTAGTGATGTT	TGTCTTATGGGCTCTAAACTGCT
*Ctla4*	TTTTGTAGCCCTGCTCACTCT	CTGAAGGTTGGGTCACCTGTA
*Pirb*	GACTTATGCCCAGGTGAAACC	AGATTCGGCAGCCTGATTGTT
*Ahr*	AGCCGGTGCAGAAAACAGTAA	AGGCGGTCTAACTCTGTGTTC
*Btla*	TGCTTGGGACTCCTCGGTTAT	ACACAGATTGTTCCATTGTGCT
*Il21r*	GGCTGCCTTACTCCTGCTG	TCATCTTGCCAGGTGAGACTG
*Cd72*	ATGGCTGACGCTATCACGTAT	CCTGTCCTAGATGGTTAGATGCG
*Cd22*	ATGCGCGTCCATTACCTGTG	TCAACGGTCCAATCATTTGCT
*Il10*	GCCAGAGCCACATGCTCCTA	GATAAGGCTTGGCAACCCAAGTAA

### Statistical analysis

Statistical significance was analyzed using GraphPad Prism 5 (GraphPad Software, San Diego, CA). All experiments were replicated at least three times with similar results. All data are expressed as mean ± standard deviation (SD), and evaluated using a 2-tailed unpaired Student t test.

## SUPPLEMENTARY MATERIALS FIGURES

# Supplementary material for: Dysregulation of peritoneal cavity B1a cells and murine primary biliary cholangitis
**Source:** Oncotarget. 2016 Apr 20;7(19):26992–7006. doi: 10.18632/oncotarget.8853
**Supplement:** Supplementary file 1

# Dysregulation of peritoneal cavity B1a cells and murine primary biliary cholangitis

## Supplementary Material

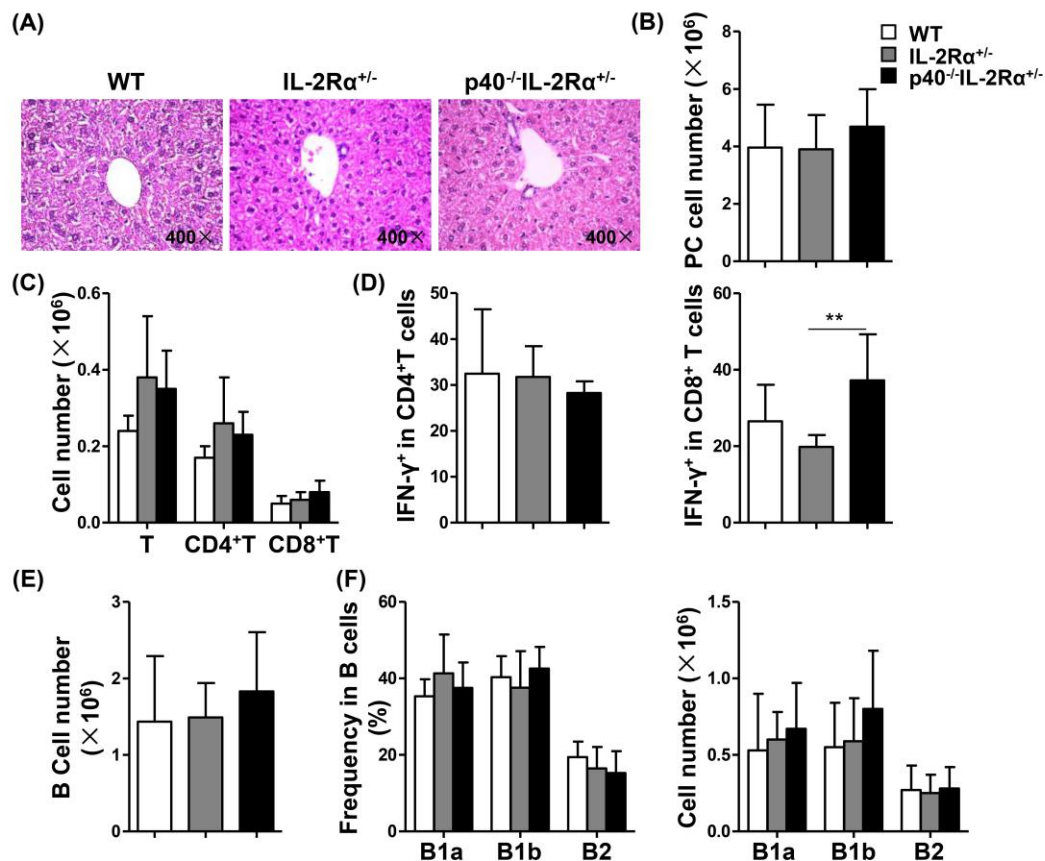

Supplementary Figure 1. Characteristics of PC cell subsets in the three control groups, including WT, IL-2Rα<sup>+/-</sup> and p40<sup>-/-</sup>IL-2Rα<sup>+/-</sup> mice. (A) H&E staining of liver sections from WT, IL-2Rα<sup>+/-</sup> and p40<sup>-/-</sup>IL-2Rα<sup>+/-</sup> mice. (B) Numbers of total cells in the PC of WT (n=7), IL-2Rα<sup>+/-</sup> (n=6) and p40<sup>-/-</sup>IL-2Rα<sup>+/-</sup> mice (n=12). (C) Total number of T cells, CD4<sup>+</sup> T, CD8<sup>+</sup> T cells in the PC of WT (n=4), IL-2Rα<sup>+/-</sup> (n=6) and p40<sup>-/-</sup>IL-2Rα<sup>+/-</sup> mice (n=4). (D) Frequency of IFN-γ<sup>+</sup> cells gated on CD4<sup>+</sup> and CD8<sup>+</sup> T cells in PC of WT (n=3), IL-2Rα<sup>+/-</sup>

(n=7) and  $p40^{-/-}IL-2R\alpha^{+/-}$  mice (n=4). (E) Total number of B cells in the PC of WT (n=7),  $IL-2R\alpha^{+/-}$  (n=6) and  $p40^{-/-}IL-2R\alpha^{+/-}$  mice (n=12). (F) Frequency (left panel) and cell number (right panel) of B1a, B1b, and B2 cell subsets in the PC of WT (n=7),  $IL-2R\alpha^{+/-}$  (n=6) and  $p40^{-/-}IL-2R\alpha^{+/-}$  mice (n=12). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

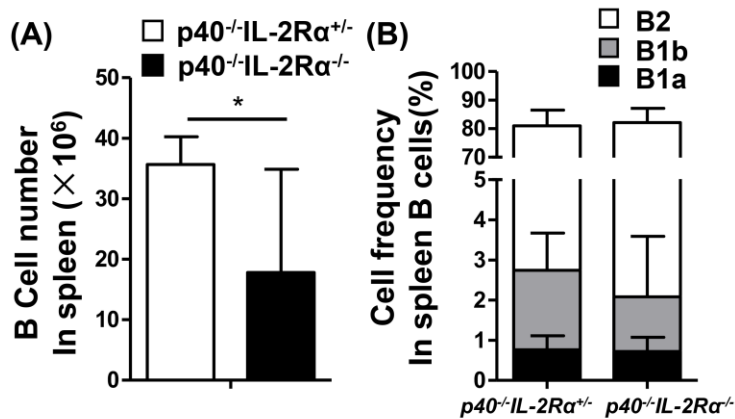

Supplementary Figure 2. The B cell number and phenotype in spleen of  $p40^{-/-}IL-2R\alpha^{-/-}$  mice and  $p40^{-/-}IL-2R\alpha^{+/-}$  mice. (A) The number of B cells in the spleen of  $p40^{-/-}IL-2R\alpha^{-/-}$  mice (n=6) and  $p40^{-/-}IL-2R\alpha^{+/-}$  mice (n=7). (B) The frequencies of B1a, B1b, and B2 cell subsets in the spleen B cells of  $p40^{-/-}IL-2R\alpha^{-/-}$  mice (n=6) and  $p40^{-/-}IL-2R\alpha^{+/-}$  mice (n=7).

\* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

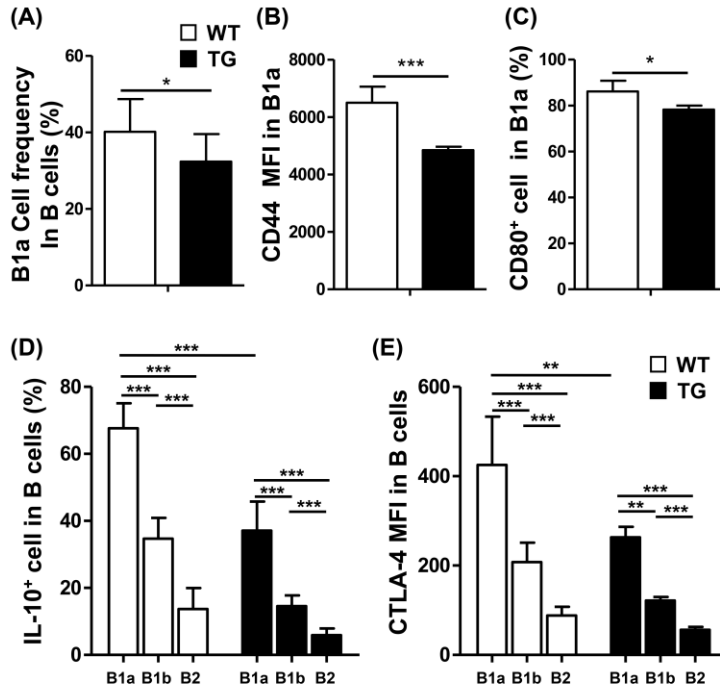

Supplementary Figure 3. The frequency and phenotype of PC B cells in *dnTGFβRII* mice (TG). (A) The frequency of B1a cells in PC of *dnTGFβRII* mice (n=11) and WT mice (n=14). Statistical analysis of mean fluorescence intensity (MFI) or frequency of CD44 (B), and CD80 (C) in PC B1a cells from *dnTGFβRII* mice (n=5) and WT mice (n=5). Statistical analysis of frequency or MFI of regulatory molecules IL-10 (D), and CTLA-4 (E) in PC B cell subsets from *dnTGFβRII* mice (n=5) and WT mice (n=5). \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001.

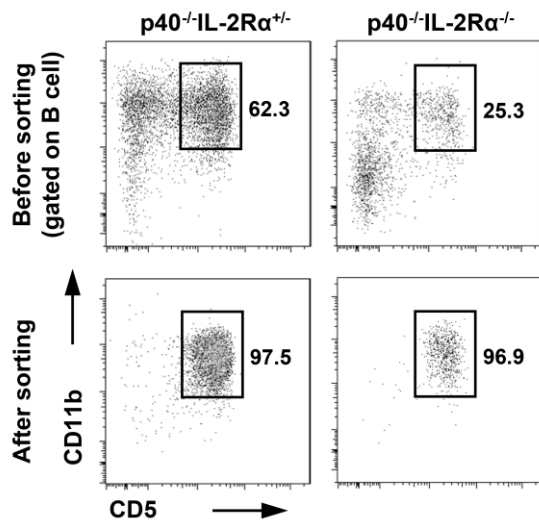

Supplementary Figure 4. The purity of PC derived B1a cells before and after sorting in  $p40^{-/-}IL-2R\alpha^{-/-}$  and  $p40^{-/-}IL-2R\alpha^{+/-}$  mice. Before sorting, cells were gated on B cells, and analyzed the expression of CD11b and CD5. After sorting, cells were harvested and expression of CD11b and CD5 was analyzed.

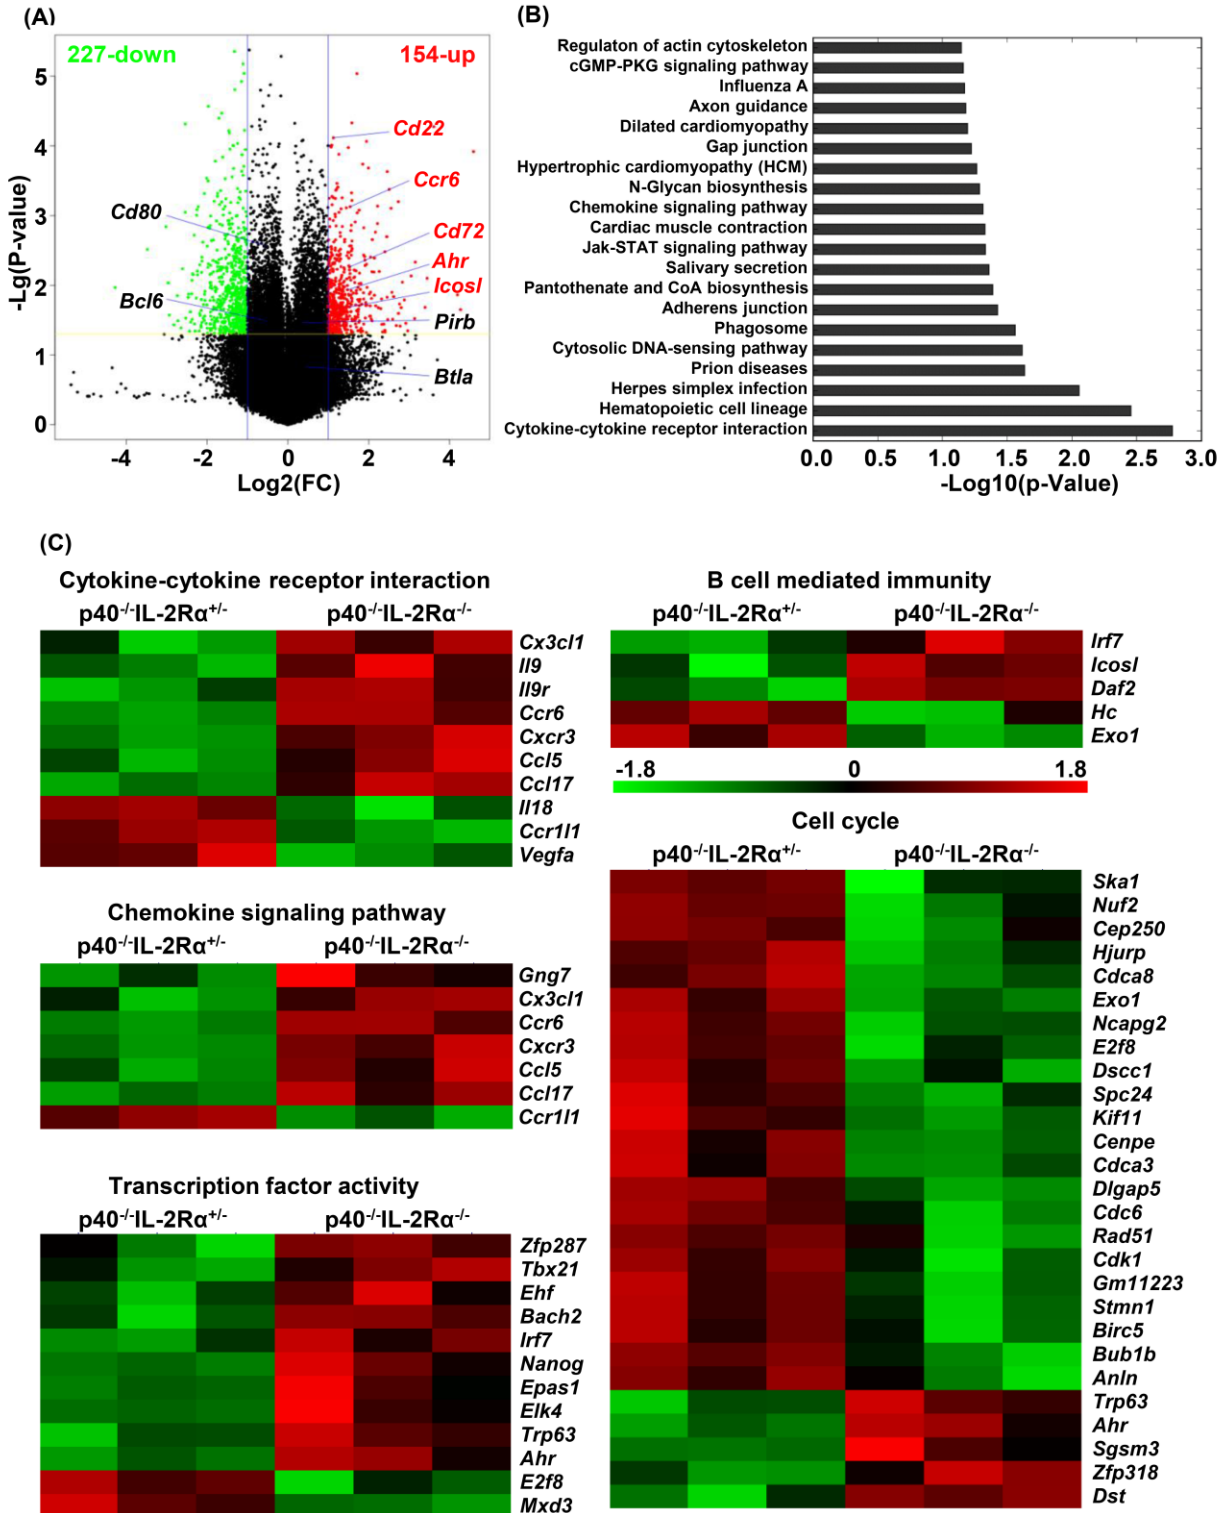

Supplementary Figure 5. Comparison of the transcription profile between B1a cells in the PC of  $p40^{-/-}IL-2R\alpha^{+/-}$  and  $p40^{-/-}IL-2R\alpha^{-/-}$  mice. (A) PC B1a cells were sorted as

CD19<sup>+</sup>CD11b<sup>+</sup>CD5<sup>+</sup> cells from 7 week old *p40<sup>-/-</sup>IL-2R $\alpha$ <sup>-/-</sup>* and *p40<sup>-/-</sup>IL-2R $\alpha$ <sup>+/-</sup>* mice. The gene expression profile from total RNA was examined by Agilent GeneChip analysis. Log<sub>2</sub> fold changes and their corresponding -Lg (P-value) of all genes in the microarray were used for construction of the volcano plot. Genes up-regulated more than two fold in PC B1a cells of *p40<sup>-/-</sup>IL-2R $\alpha$ <sup>-/-</sup>* mice with a P-value  $\leq 0.05$  are depicted in red dots and those down-regulated with identical fold change and P-value are in green; all other genes in the array that were not significantly altered are shown in black. 

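Among genes with a symbol that passed these thresholds, did not overlap between genotypes and were well above background on all 6 arrays, the 5 largest increases were those of *Ccl5*, *Rims1*, *Elk4*, *Tgtp2* and *Caly*, between 2.40 and 4.20 on the log2 scale. The 5 largest decreases were those of *Retnla*, *Igj*, *Galnt14*, *Krt18* and *Tppp3*, between -3.06 and -1.64. *Tgtp2* was 4.05 ± 0.37 (SD, n = 3) in *p40-/-IL-2Rα-/-* and 1.65 ± 0.25 (SD, n = 3) in *p40-/-IL-2Rα+/-* B1a cells and alone of the 10 passed the adjusted p (limma adjusted p = 0.0328). It did not pass without knockout 2 (limma adjusted p = 0.0729) or without control 1, 2 or 3 (0.0838, 0.189 and 0.203). *Elk4* rested on the array of knockout 2, without which it was 1.81 higher in place of 2.89, and its other tested probes were 0.22 and 0.80 higher. *Tppp3* was -0.99 without control 2, and *Rims1* was 2.16 higher without knockout 2 in place of 3.23. *Ccl5* was 1.27, 2.71 and 4.22 on knockout 1, 2 and 3, in the same order as a T cell receptor beta probe. Whether other cells in the sort carry part of these 10 changes was not tested.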

The yellow horizontal line represents: P-value = 0.05, -lg (P-value) = 1.3, the blue vertical lines represented gene fold change (FC) = 2 or 0.5, log<sub>2</sub> (FC) =  $\pm 1$ . All selected genes with a gene number were correlated with B cell function. (B) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of differentially expressed genes in PC B1a cells of *p40<sup>-/-</sup>IL-2R $\alpha$ <sup>-/-</sup>* mice. P-value < 0.05 was used as a threshold to select significant KEGG pathways. The horizontal axis denotes the -Lg (P-value) of significance in pathways of *p40<sup>-/-</sup>IL-2R $\alpha$ <sup>-/-</sup>* compared to *p40<sup>-/-</sup>IL-2R $\alpha$ <sup>+/-</sup>* mice. (C) Heat maps representing the relative expression of genes among B1a samples from *p40<sup>-/-</sup>IL-2R $\alpha$ <sup>-/-</sup>* and *p40<sup>-/-</sup>IL-2R $\alpha$ <sup>+/-</sup>* mice. 

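The heat maps name 50 genes, 23 shown higher and 27 shown lower in *p40-/-IL-2Rα-/-* B1a cells. By the representing probe, 47 of the 50 moved in the direction shown, and 33 by a fitted change of at least 2-fold with an unadjusted limma p of at most 0.05. For 13 of the 33 a group was not well above background on every array, and 10 of these had a lower bound under 2-fold, 7 of them cell cycle genes (*Cdk1*, for example, at least 1.66-fold), so 23 reached 2-fold with the bound in place of the fitted change. With any of their probes counted, and without that limit, 39 did. None of the 50 had a limma adjusted p under 0.05 over all genes. By panel, 10 of 10 cytokine-cytokine receptor genes, 7 of 7 chemokine signaling genes, 12 of 12 transcription factor genes, 5 of 5 genes of B cell mediated immunity and 24 of 27 cell cycle genes moved as shown. The study picked these genes for their change on these arrays.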

Genes that had more than a two-fold change with a P-value of  $\leq 0.05$  were sorted within each group. Expression statistics for each gene were centered, scaled and mapped to a color scale. Red represents relatively higher expression, whereas green represents relatively lower expression.

How the deposited data were processed for this re-analysis (not part of the article)

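The data are 6 one-colour Agilent mouse arrays, 3 of PC B1a cells from *p40-/-IL-2Rα-/-* mice and 3 of PC B1a cells from *p40-/-IL-2Rα+/-* mice, all from 7-week-old females. The authors sorted the B1a cells by flow cytometry, extracted total RNA, hybridized it to the arrays and read them with Agilent's Feature Extraction software. For each array they deposited the spot intensity as processed by that software (local background subtracted and detrended on the array, not scaled between arrays), with the raw mean and background intensity and the quality marks of each spot. They also deposited 1 table of log2 values, 1 per probe; its 6 columns hold identical sorted values, so these log2 values are quantile normalized. The methods name log2 transformation and Genespring, and the text does not name a scaling.

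From the deposited intensities, log2 of the processed signal was computed for the 59305 non-control spots of an array and the 75th percentile of the array was subtracted. Spots marked as non-uniform or population outliers were left out, between 163 and 251 per array, and spots of a probe were averaged. A probe was tested where it was well above background on all 3 arrays of at least 1 genotype and measured on at least 2 arrays of each. Each gene was represented by its tested probe with the highest mean over all arrays, which gave 18254 genes from 24753 probes; 4543 genes had more than 1 tested probe. Gene names are those of the array files. Through a table of RefSeq names (GRCm38.p6, used for names alone), 11482 genes were matched by accession, 668 by symbol and 130 by an older symbol, and 5974 kept only the name in the file. Coordinates are those of the array files, in mm9.

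Genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without covariates, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The thresholds of the study, a 2-fold change with an unadjusted p of at most 0.05, were applied to the same fit. Gene lists were tested with camera (inter-gene correlation 0.01), with fry and with an estimated correlation as alternatives. They are a cell cycle list of S phase and G2/M genes and 9 lists written before the data were examined, for the type I interferon response, the interferon gamma response, B2 cells, B1a cells, T cells, macrophages, NK cells, granulocytes and mast cells, and plasma cells. Cytokine and chemokine genes were picked by symbol and tested with Fisher's exact test; the KEGG sets of the study are not used here. Genes named in the text are those that the paper names for the arrays or the PCR, those labelled in Figures 5A, S5A and S5C, the genes of proteins that the study measured or sorted on, the deleted genes, sex genes, and the 5 genes with the largest increase and the 5 with the largest decrease among genes that passed the adjusted p, or the 2-fold thresholds where fewer than 5 did, were well above background on all 6 arrays, did not overlap between genotypes and had a gene symbol. Where a group was not well above background on every array, a fold is given only as a lower bound, against the mean of, per array, the higher of its lowest value well above background and the value of the probe itself. Where a fitted log2 change is given for such a gene, it is named as fitted.

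The fit and the adjustment were tested on simulated data, with 200 of the 18254 genes changed. Each gene was drawn on its own from a normal distribution with its mean and spread on these arrays after scaling and filtering. Scaling, the filter on dim probes, the choice of probe, differences in array brightness and correlation between genes were thus not tested. The counts below may therefore differ from those that hold for the real arrays. Of genes changed by 1 log2 unit, 57% were recovered at the 2-fold thresholds and 33% after adjustment, and of genes changed by 2 units 97.5% and 85.5%. Between 90 and 97 unchanged genes passed the 2-fold thresholds by chance in these simulations, and 125 when no gene was changed.

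The alternatives set before the data were examined were quantile normalization, normexp background correction (offset 50) with quantile normalization or with the 75th percentile, scaling on the median of probes detected on all arrays, the deposited log2 values, no filter on dim probes, a filter on all 6 arrays, outlier spots kept, the mean of the probes of a gene, each probe on its own, the methods' t-test, eBayes with a trend and robust estimation, array weights, the replicate number as a block, and each array left out in turn. All alternatives were run on the same 6 arrays. The flow cytometry and PCR data of the study are not analysed here. Some genes that this rule or these lists cover are not reported here.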

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

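Outside the genes that the paper discusses, 7 genes had a limma adjusted p under 0.05, each higher on all 3 knockout arrays than on all 3 control arrays. The tests of muscle RNA, of array scaling and of B2 cells were chosen only after the result was seen, and the test of stroma cells before the other genes of its list were read.

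*Actc1* was at least 8.98-fold and *Nppa* at least 7.68-fold higher in *p40-/-IL-2Rα-/-* B1a cells (limma adjusted p = 0.00134 and 0.0291); control samples were well above background on 0 and 2 of 3 arrays. For *Nppa* this bound equals the fitted fold, since its probe read no lower on any control array than the lowest value well above background there; it allows for the background and not for sampling error. Both genes are abundant in heart muscle. Of the 18 other genes of a striated muscle list, 3 were well above background on all 3 knockout arrays and 12 were on none. The 3 were higher, *Myl2* at least 4.58-fold, *Myl3* at least 4.35-fold and *Myl4* by 1.28 on the log2 scale. Muscle RNA in the knockout samples and a change within the B1a cells cannot be told apart, because most of the list lies near the background, where less abundant muscle genes would not be seen. Background raised by the scaling of the dimmer knockout arrays is argued against for *Actc1*, whose lowest log2 change that the background of the control arrays allows was 2.89 with quantile normalization, and 1.04 with normexp background correction and quantile normalization. Its adjusted p lay between 5.74e-06 and 0.0732 over the alternatives, so the size is open. *Nppa* did not pass without control 1, 2 or 3 (adjusted p = 0.0728, 0.141 and 0.18) or without knockout 2 (0.0621). Its fitted log2 change fell as low as 0.996 over the alternatives other than leaving out an array, so its size is open too. Binding of other RNA to these probes was not tested. A change of these genes in B1a cells of this genotype stays open.

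*Col1a2* was at least 6.50-fold higher (limma adjusted p = 0.0176), with control samples well above background on 2 of 3 arrays. Of the 13 other genes of a stroma and mesothelium list, 1 was well above background on all 3 knockout arrays and higher, and 9 were above background on no knockout array. Of the abundant genes of that list, *Sparc* was 0.56 higher while *Gsn* was -0.08 and *Fstl1* -1.04. *Dcn* went against the explanation, with -2.36, -1.67 and -5.28 on the control arrays, 2 of them well above background, and -4.42, -4.67 and -4.65 on the knockout arrays, none of them above it. The probe of *Col1a1*, well above background on 1 knockout array alone, read -6.71, -6.33 and -6.03 on the control arrays and -3.41, -3.13 and -2.86 on the knockout arrays, so it went the same way as *Col1a2*. Stroma or mesothelium cells in the knockout samples and a change within the B1a cells cannot be told apart, because most of the list lies near the background. Over the alternatives other than leaving out an array, the fitted log2 change of *Col1a2* fell as low as 0.829, so the size is open. The adjusted p of *Col1a2* lay between 0.000225 and 0.12 over the same alternatives. Without control 1, 2 or 3 it was 0.0838, 0.141 and 0.171. What raised it stays open, a change in B1a cells of this genotype included.

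The transcript ENSMUST00000103420, which the array file describes as the immunoglobulin heavy constant gamma 1 region, was at least 4.98-fold higher (limma adjusted p = 0.00134), with no control array well above background. Its adjusted p lay between 0.000183 and 0.0732 over the alternatives. Over the alternatives other than leaving out an array, its fitted log2 change fell as low as 0.701, so the size is open. A probe described as the immunoglobulin delta chain, ENSMUST00000103424, looked at after its values were seen, was 1.71 higher on the log2 scale with an adjusted p of 0.0771, between 0.00118 and 0.161 over the alternatives. B2 cells in the sorted knockout cells may have raised IgD. The B2 cell list had a median change of 0.24, with 7 of 9 genes higher, but single genes went apart: *Cr2* rose by 0.24, while *Cxcr5* was -0.09. With 1 gene below background set to its bound the median was 0.13. Without control 2 the median of the list was -0.005. B2 cells in the sort and a change within B1a cells cannot be told apart for these probes, because several genes of the list are also expressed well above background in the control B1a cells.

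*Lrrk2*, *Tgtp2* and the transcript ENSMUST00000060844, described in the array file as Ms4a4b, were higher by 2.03, 2.41 and 1.98 on the log2 scale (limma adjusted p = 0.0213, 0.0328 and 0.0176) and well above background on all 6 arrays. The second tested probe of *Lrrk2* was 1.63 higher. *Lrrk2* did not pass without control 1, 2 or 3 (adjusted p = 0.051, 0.141 and 0.183) or knockout 1 or 2 (0.052 and 0.0562), nor *Tgtp2* without control 1, 2 or 3 (0.0838, 0.189 and 0.203) or knockout 2 (0.0729), nor ENSMUST00000060844 without control 1, 2 or 3 (0.0728, 0.141 and 0.171). The type I interferon list had a median change of 0.33 and the interferon gamma list of 0.21, with camera adjusted p-values of 0.00508 and 0.0406. With an array left out the median of the type I list lay between 0.115, without knockout 2, and 0.395 (adjusted p up to 0.0264), and that of the interferon gamma list between 0.104, without knockout 1, and 0.304 (adjusted p up to 0.147, without knockout 3). Under fry the smallest adjusted p of the 9 lists was 0.113, so an interferon response is not established on these arrays. No technical explanation was tested for these 3 genes.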

How the results depend on the processing

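Among the values of this part, the slide position as a block, the deposited values with the methods' t-test, the cytokine test without *Il2ra*, the test of the scaling on the share of higher genes and the other splits of the arrays were chosen only after the result was seen.

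The count of genes past an adjusted p of 0.05, 7 by limma, moved most. It was 23 with quantile normalization, 13 with normexp and quantile normalization, 6444 with normexp and the 75th percentile, 22 with the deposited values, 2 with no filter, 26 for genes well above background on all 6 arrays, 11 with the mean of the probes, 20 with each probe on its own, 2 with the methods' t-test (none of the 7), 754 with a trend and robust estimation, and 4189 with array weights. With the slide position as a block it was 0, where 1638 genes had an unadjusted p under 0.05, and it was 0 with the deposited values and the methods' t-test, with or without the filter on all 6 arrays, where 2787 and 3180 genes had an unadjusted p under 0.05. With each array left out in turn it lay between 2 and 112, and 112 came without knockout 3. Of the 7 genes, 2 remained without each control array in turn, 6 without knockout 1, 4 without knockout 2 and 7 without knockout 3. In the simulations, genes changed by 2 log2 units were recovered at 85.5% after adjustment.

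The 644 genes at 2-fold became 2354 at 1.5-fold, 162 with normexp and quantile normalization, 190 with normexp and the 75th percentile, 10640 with no filter, where dim probes enter, and 263 with the deposited values, the methods' t-test and the filter on all 6 arrays. Leaving out an array gave 602 to 1149, the highest without knockout 3. Under the other alternatives the count was within 1.5 times of 644. The share of higher genes among them was 64%, and 46% with quantile normalization, 44.6% with the deposited values, 82.3% with the filter on all 6 arrays, 97.6% with no filter, 77.3% with the median of detected probes, 80.9% with normexp and quantile normalization and 54.2% with normexp and the 75th percentile. The share with quantile normalization was also read to test whether the dimmer knockout arrays and their scaling raise the share of higher genes. The fall to 46% goes with that, as does 44.6% with the deposited values. The rise to 80.9% with normexp and quantile normalization and to 82.3% with the filter on all 6 arrays does not. The test therefore leaves open what raises the share. The median change of all tested genes was -0.12, and 0.40 with no filter. Of the probes below background on all arrays, 24884 in number, the median change was 1.19 with the 75th percentile and 0.01 with quantile normalization, so signal over background limits what dim probes can show.

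Of the 10 B cell function genes, 3 passed over the list alone, 1 with the methods' t-test and 8 with array weights; the other alternatives gave 2 to 4. The cell cycle list kept its direction and its side of the threshold under all alternatives but one: with the correlation estimated by camera its median of -0.52 had p = 0.0663. Its median lay between -0.57 and -0.30 over the alternatives. The odds ratio of the cytokine and chemokine genes was 1.36 with no filter (Fisher's exact test, p = 0.0915), and 0 when the 7 genes past the adjusted p took the place of the 2-fold genes, since none of so few is a cytokine or chemokine gene. Without *Il2ra* it was 5.78, and the highest value over the alternatives other than leaving out an array was 23.1. Of the 9 cell type and interferon lists, 6 passed the adjusted p with camera. The number was 0 with fry (2 at an unadjusted p under 0.05), 0 with the correlation estimated by camera (0 unadjusted), 0 with normexp and the 75th percentile (5 unadjusted), 3 with no filter and 3 with the filter on all 6 arrays; leaving out an array gave 2 to 6, the lowest without knockout 3. *Il2ra* stayed lower with an unadjusted p under 0.05 in every alternative, with changes between -1.82 and -1.04.

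Directions turned for some single genes and lists. With normexp and the 75th percentile, *Btla* was -0.10, *Cd22* -0.19 and *Il12b* 0.35; with the median of detected probes *Il12b* was 0.073. Leaving out an array gave -0.008 (without knockout 1) to 0.22 for *Cd22* and -0.16 to 0.20 for *Il12b*, higher without knockout 1 (0.20), control 1 or control 2. It gave -0.66 to 0.07 (without control 1) for the macrophage list and -1.59 (without control 3) to -0.019 for the granulocyte and mast cell list. The interferon gamma list had a median of -0.06 with normexp and the 75th percentile, while camera still gave it as higher. For the granulocyte and mast cell list camera gave the direction higher while the median of its 5 tested genes was -0.26 and their mean -0.40. The test turned to lower with fry (median -0.26), quantile normalization (-0.42), normexp and quantile normalization (-0.29), the median of detected probes (-0.16), the deposited values (-0.42) and no filter (-0.086). Where no construction is named above, the cause was not tested. Over 41 genes and 19 alternatives, 662 of 775 values kept their direction and side of the adjusted p of 0.05, 32 lost it, 72 gained it and 9 turned.

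Whether the replicate numbers of the labels pair the arrays could not be decided with 3 arrays per genotype. Samples with the same number had correlations of their deviations from the group means of 0.185, 0.0563 and 0.0939. Samples with different numbers had correlations between -0.191 and 0.0672. A pairing is thus neither shown nor excluded. With the replicate block, 4 genes passed the adjusted p and 649 the 2-fold thresholds. Slide and scan could not be fitted as blocks, since all 6 arrays share 1 slide and 1 scan. The slide has 2 rows in use, control 1 and 2 in row 1 and the other 4 arrays in row 2; with that position as a block the cell cycle list had a median of -0.57 and 716 genes were changed at least 2-fold.

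With 3 arrays against 3 there are 10 splits, so the share of splits cannot fall under 0.1 and does not by itself exclude chance. The other 9 splits gave 59 to 134 genes at 2-fold and, by limma, 0 past the adjusted p, and simulated data without a change gave 125 and 0. The real split alone gave as many genes past the adjusted p, as many at 2-fold, as many B cell function genes over the list alone and as large a median of the cell cycle list, 1 of 10 splits each. For the B cell function genes this carries no weight, because the study chose them and their directions on the real grouping of these arrays. By the camera p of the cell cycle list 2 of 10 splits were as small, with 5.42e-14 in the split of control 1, control 3 and knockout 2 from the rest. For the cytokine and chemokine genes 5 of 10 splits gave as large an odds ratio, and for the 9 lists 2 of 10 gave as many lists.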

Differences from the paper's values

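The paper reports 381 genes changed more than 2-fold, and 644 were found here. Of the alternatives set before the data were examined, 2 came within 1.5 times of the paper's value, the filter on all 6 arrays with 436 and the methods' t-test with 439. The others did not and gave between 162 and 10640. The deposited values with the methods' t-test gave 473, and 263 with the filter on all 6 arrays as well; both settings were chosen after the values were seen.

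The paper reports 154 genes as up-regulated, and 412 were higher here. Of the alternatives set before the data were examined, normexp with quantile normalization, 131, and normexp with the 75th percentile, 103, came within 1.5 times. The others gave between 292 and 10386. The deposited values with the methods' t-test gave 223, and 193 with the filter on all 6 arrays; these were chosen after the values were seen. The lower genes were 227 in the paper and 232 here, but their number lay between 31 and 460 over the alternatives. It was 77 with the filter on all 6 arrays and 147 with the methods' t-test, which both came near the paper's total.

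The paper reports more genes lower than higher, while 64% of the 2-fold genes were higher here; the share was 46% with quantile normalization, 44.6% with the deposited values and 47.8% with array weights. In the other alternatives set before the data were examined more genes were higher than lower, with 82.3% for the filter on all 6 arrays, 97.6% with no filter and 66.5% with the methods' t-test. The deposited values with the methods' t-test gave 47.1%, and 73.4% with the filter on all 6 arrays as well, both chosen after the values were seen.

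Among the B cell function genes, 9 of 10 moved as the paper states. The paper's text gives *Pirb* as higher by quantitative PCR, which is another measure than the arrays. Its probe, listed as *Lilrb3*, differed by -0.20 here, while a second probe described as paired-Ig-like receptor B was 0.40 higher. The paper lists *Ahr*, *Btla* and *Cd22* as higher by more than its limit for this group of genes, and their representing probes were 1.16-fold, 1.20-fold and 1.09-fold higher here. Their adjusted p-values were 0.461, 0.435 and 0.623. The dimmer probes of *Ahr* and *Cd22* were 3.35-fold and 2.57-fold higher. With the mean of the probes of a gene the log2 changes were 0.98 for *Ahr* and 0.74 for *Cd22*. With array weights they were 0.50 for *Ahr* and 0.60 for *Btla*, and *Btla* was 0.45 higher with quantile normalization, 0.44 with the deposited values and 0.39 with normexp and quantile normalization. *Il10* RNA was 0.54 higher here (limma adjusted p = 0.166). The paper reports lower IL-10 protein in stimulated B1a cells, which is another measure than the arrays.

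Of the 27 cell cycle genes in Fig. S5C, 24 moved as shown there. *Cep250* is shown lower and was 0.05 higher here. *Sgsm3* and *Zfp318* are shown higher and changed by -0.53 and -0.06, while dimmer tested probes of *Zfp318* were 0.46 and 1.53 higher.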

Other observations

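The tests of probe brightness, probe position, genomic DNA and the label of knockout 3 were set before their results were seen. The tests of T cells, of probes more than 10 kb apart and of knockout 3 on genes called without it were chosen only after the result was seen.

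The paper measured Ki67, IL-10, CTLA-4 and GITR as proteins in other mice. On the arrays *Mki67* was 1.43 ± 0.24 in *p40-/-IL-2Rα-/-* and 2.28 ± 0.38 in *p40-/-IL-2Rα+/-* B1a cells, *Tnfrsf18*, which encodes GITR, 2.55 ± 0.44 and 3.24 ± 0.25, and *Il10* -0.51 ± 0.33 and -1.04 ± 0.13 (log2, SD, n = 3 each). Their log2 changes were -0.85, -0.68 and 0.54, with limma adjusted p-values of 0.122, 0.166 and 0.166. *Mki67* and *Tnfrsf18* thus moved as the paper reports for the proteins, while *Il10* moved the other way. *Il10* was higher by 0.428 to 0.727 with an array left out and by 0.304 to 0.63 over the other alternatives. The paper stained IL-10 in stimulated cells, and its methods name no stimulation for the array cells. The *Il10* values therefore do not test its finding on the protein.

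The dimmer probes of *Cd22* and *Ahr* were higher in knockout samples by 1.36 and 1.75, and the brighter probes by 0.12 and 0.22. One candidate explanation is that dim probes read higher on the dimmer knockout arrays. Probes below background on all arrays rose by a median of 1.19 under the main scaling, although both these dimmer probes were well above background on all arrays. Over 2201 genes with probes at least 2 log2 units apart, the dimmer probe minus the brighter one had a median of 0.13, with the middle 90% between -0.79 and 1.01, while *Cd22* was at 1.24 and *Ahr* at 1.53. With quantile normalization the median was -0.07 and both genes again lay above the middle 90%, but with normexp and either scaling both lay inside it, so this trend and a change of these transcripts cannot be told apart. A second candidate is that probes far from the 3′ end read higher on the knockout arrays. Over 1570 genes with probes within 1 log2 unit of each other, the farthest probe minus the nearest had a median of 0.093, above 0 in 64.7%. Looked at after that, 264 genes with probes more than 10 kb apart had a median of 0.38, above 0 in 78%. Among 1330 genes with probes more than 5 kb apart at any brightness, *Cd22* lay at percentile 96.5 and *Ahr* at 98.6, with quantile normalization at 87.3 and 96.6, and with normexp and quantile normalization at 42.9 and 56.1. A trend with distance may therefore account for these probes under some scalings and not others, and it cannot be told apart from a change of longer or unspliced transcripts of them. A genotype effect on these transcripts stays open.

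Probes of long intergenic RNAs had a median change of 0.21 and probes of RefSeq mRNAs of -0.18; with quantile normalization these were 0.08 and -0.11. Genomic DNA carried over into the knockout samples could raise both strands of a region alike. Over 363 regions tested on both strands the changes of the strands had a correlation of 0.152 across regions, which are not independent replicates, with medians of 0.26 for the dimmer and 0.26 for the brighter strand. These became 0.09 and 0.23 with quantile normalization. Because the outcome follows the scaling, genomic DNA and a change of these RNAs cannot be told apart.

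The array of knockout 3 was nearest to the controls. *Il2ra* was 0.86 on it, below each control array but above -0.31 and -0.59 on the other knockout arrays. On the axis over all genes from the controls (0) to knockout 1 and 2 (1) it lay at 0.479, nearer to the controls by a narrow margin. That side of the axis had been set in advance as the sign of a wrong genotype label, so by that test alone the sign was met. Control arrays placed in the same way, each left out in turn, lay between 0.114 and 0.204, knockout 1 at 0.713 and knockout 2 at 1.02, so knockout 3 lies above every control; weighing its place against the controls was decided after the value was seen. On its own array the cell cycle list was -0.47, against -0.16 to 0.15 on the control arrays. A control sample under a wrong label is nonetheless argued against, by values weighed after that test was read. Of 112 genes past the limma adjusted p without knockout 3, its array lay beyond all 3 controls on 102, at a median position of 0.466 and nearer to the other knockouts on 43.8%. Control arrays left out in the same way lay at -0.049, 0.058 and 0.015, but on 2 or 3 genes each, too few to weigh. *Actc1* was -0.63 on it, against -6.55 to -6.13 on the control arrays, and *Lrrk2* 0.81 against -1.55 to -1.04, both as high as on the other knockout arrays, while the dimmer probe of *Lrrk2* was -2.18, against -3.55 to -3.18 on the control arrays and -1.95 and -1.06 on the other knockout arrays. A mixed sample and a weaker effect in this animal stay open. T cells may also have raised *Il2ra* on this array. By the label of the sample the T cells of this mouse have the deleted gene too, so this needs cells of another animal or a transcript left from the deleted gene, neither of which was tested; the probe of *Il2ra* was well above background on all 3 knockout arrays. The T cell list was 0.727 on knockout 3, but 0.808 on knockout 2 and 0.616 on control 1. Single genes, picked after their values were seen, were highest on knockout 3: *Thy1* at 0.51 against -1.57 and -1.73 on the other knockout arrays, *Cd8b1* at -1.65 against -5.48 and -4.64, *Cd8a* at -3.06 against -5.16 and -4.65, and *Cd3d* at -0.28 against -2.54 and -1.14. *Cd3e* was 1.15 on it against 1.16 on knockout 2, and *Cd3g* 0.64 against 0.78 on knockout 1. The T cell receptor beta probe ENSMUST00000103299, picked in the same way, was 0.09 on knockout 3 against -2.99 and -1.92. These values go with T cell RNA in this sample, while *Cd3e* and *Cd3g* do not set it apart. Whether T cells raised *Il2ra* cannot be decided, because the genes of the list do not go together. A weaker effect may also be present beside T cells.

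T cell transcripts were higher in knockout samples. Of the 9 tested genes of the T cell list 7 were higher, with a median of 0.60 (camera adjusted p = 0.0197, between 0.0138 and 0.426 over the alternatives and 0.0866 without knockout 3). A probe of the T cell receptor beta chain, ENSMUST00000103299, chosen after its values were seen, was -2.92, -4.71 and -3.97 on the control arrays and -2.99, -1.92 and 0.09 on the knockout arrays. T cells in the sorted cells may explain this, but *Cd3g* was -0.28 while *Cd3e* was 0.60 and *Cd3d* 1.41. The sort and the genotype cannot be told apart here, because several of these genes are expressed well above background in the controls too.

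Of the other lists, NK cell genes had a median change of 1.22 from 2 genes, 1.01 with the 1 below background at its bound (camera adjusted p = 0.0406) and plasma cell genes of -0.52, or -0.48 at the bound, lower in 7 of 7 (camera adjusted p = 0.0292). The lists of B1a cells, macrophages, and granulocytes and mast cells had medians of -0.18, -0.24 and -0.26 with camera adjusted p-values of 0.461, 0.422 and 0.804. The B2 cell list had a camera adjusted p of 0.0406. With fry (rotation test in limma) 0 of the 9 lists passed, 2 at an unadjusted p under 0.05, and with the correlation estimated by camera 0 passed, 0 unadjusted.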
